# Gene expression profiling of brain endothelial cells after experimental subarachnoid haemorrhage

**DOI:** 10.1038/s41598-021-87301-z

**Published:** 2021-04-09

**Authors:** Michael K. Tso, Paul Turgeon, Bert Bosche, Charles K. Lee, Tian Nie, Josephine D’Abbondanza, Jinglu Ai, Philip A. Marsden, R. Loch Macdonald

**Keywords:** Blood-brain barrier, Cerebrovascular disorders

## Abstract

Subarachnoid haemorrhage (SAH) is a type of hemorrhagic stroke that is associated with high morbidity and mortality. New effective treatments are needed to improve outcomes. The pathophysiology of SAH is complex and includes early brain injury and delayed cerebral ischemia, both of which are characterized by blood–brain barrier (BBB) impairment. We isolated brain endothelial cells (BECs) from mice subjected to SAH by injection of blood into the prechiasmatic cistern. We used gene expression profiling to identify 707 unique genes (2.8% of transcripts, 403 upregulated, 304 downregulated, 24,865 interrogated probe sets) that were significantly differentially expressed in mouse BECs after SAH. The pathway involving prostaglandin synthesis and regulation was significantly upregulated after SAH, including increased expression of the *Ptgs2* gene and its corresponding COX-2 protein. Celecoxib, a selective COX-2 inhibitor, limited upregulation of *Ptgs2* in BECs. In this study, we have defined the gene expression profiling of BECs after experimental SAH and provide further insight into BBB pathophysiology, which may be relevant to other neurological diseases such as traumatic brain injury, brain tumours, ischaemic stroke, multiple sclerosis, and neurodegenerative disorders.

## Introduction

Spontaneous subarachnoid haemorrhage (SAH) is a type of stroke that usually results from rupture of an intracranial aneurysm. Although it accounts for about 5% of all stroke, it is a particularly cruel affliction after which only about 25% of patients recover fully^1^. The etiology of brain injury after SAH encompasses factors such as transient global ischaemia, focal cerebral ischaemia, toxicity due to subarachnoid blood and secondary insults including direct brain damage from intracerebral haemorrhage, hydrocephalus, delayed cerebral ischaemia, and increased intracranial pressure^1,2^. Preclinical studies suggest a common thread underlying these aetiologies is damage to the brain microvasculature. Microvascular vasoconstriction, poor vasomotor propagation, microthrombi, increased leukocyte-endothelial cell interaction, inversion of neurovascular coupling, and blood–brain barrier (BBB) disruption all occur after experimental SAH^2,3^. More limited data in humans also supports the existence of these pathophysiologic processes after SAH^4–6^.

Targeting brain endothelial cells (BECs) of the BBB represents an ongoing therapeutic challenge^7^. Gene expression studies of BECs are lacking in SAH animal models. Our goal was to identify new therapeutic targets in SAH, specifically investigating brain endothelial factors in this hypothesis-generating study. We have isolated BECs from mice undergoing SAH using a prechiasmatic injection model and performed gene expression profiling. In this study, we identified the gene *Ptgs2* (prostaglandin-endoperoxide synthase 2) and its corresponding protein COX-2 (Cycooxygenase-2) as a potential treatment target in SAH.

## Results

### Experimental SAH caused neurobehavioural impairment and brain injury

We had 4 experimental groups: SAH 24 h, Sham 24 h, SAH 48 h, and Sham 48 h (n = 8–11 per group). In the prechiasmatic blood injection mouse model of SAH, cerebral blood flow (CBF) acutely decreased after SAH with gradual recovery to 70–80% of baseline after 10 min (Supplementary Fig. S1). Mortality was 27% (3/11), typically occurring at the time of SAH (Fig. 1a). There was no mortality after a sham procedure, which involved insertion of a needle to the anterior cranial base without blood injection (0/8, Fig. 1a). No significant change in weight was seen after SAH (Supplementary Fig. S1). SAH caused neurobehavioural deficits based on the Modified Garcia Score at 24 h and 48 h (Fig. 1b, Supplementary Fig. S1). SAH caused histological evidence of brain injury, including neuronal apoptosis (Caspase3 + NeuN + cells) and neuronal degeneration (Fluoro-jade B + cells) (Fig. 1c–f).

**Figure 1:**
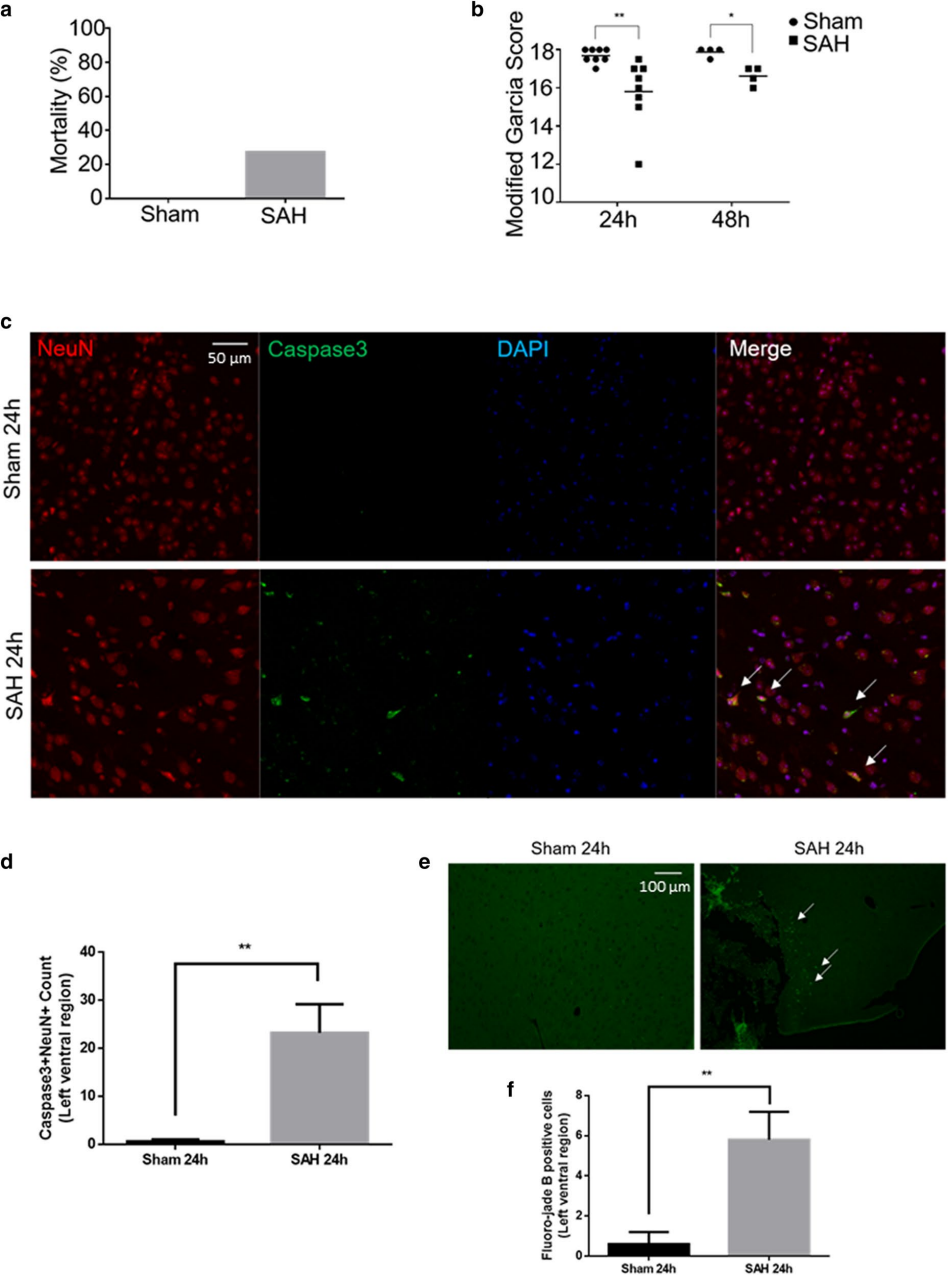
Experimental SAH neurobehavioural and histological assessments. (**a**) Mortality after SAH induction or sham procedure. (**b**) Modified Garcia Score at 24 h and 48 h after SAH induction or sham procedure (maximum normal score is 18). (**c**) Merged triple-stained immunofluorescent confocal microscopy of coronal brain slices 24 h after SAH induction or sham procedure (NeuN (neuronal marker) = red, Caspase-3 (apoptosis marker) = green, DAPI (nuclei marker) = blue). Arrows point to apoptotic neurons. (**d**) Semi-automated apoptotic neuronal count from left ventral region of coronal brain slices. (**e**) Fluorescent confocal microscopy with fluoro-jade B staining of coronal brain slices 24 h after SAH induction or sham procedure. Arrows point to degenerated neurons. (**f**) Semi-automated degenerated neuronal count from left ventral region of coronal brain slices. *n* = 8–11 per group for 1a-b. *n* = 4–5 per group for 1c-f. Data presented as means ± SEM (Standard error of the mean). Kruskal–Wallis test (Modified Garcia Score). *t*-test (Caspase 3, fluoro-jade B). *p < 0.05, **p < 0.01.

### Experimental SAH caused blood–brain barrier impairment

In the prechiasmatic blood injection mouse model of SAH, BBB impairment was more prominent at 24 h than at 48 h as evidenced by extravascular leakage of fluorescent cadaverine dye (Fig. 2a,c). The leakage of fluorescent dye was particularly prominent in the left ventral cortex, in the region of the needle insertion, where the cadaverine dye was clearly extravascular with uptake into parenchymal cells (Fig. 2b,d). Consistent systemic intravascular uptake of the intraperitoneal-injected dye was seen, as evidenced by fluorescence of kidney tissue.

**Figure 2:**
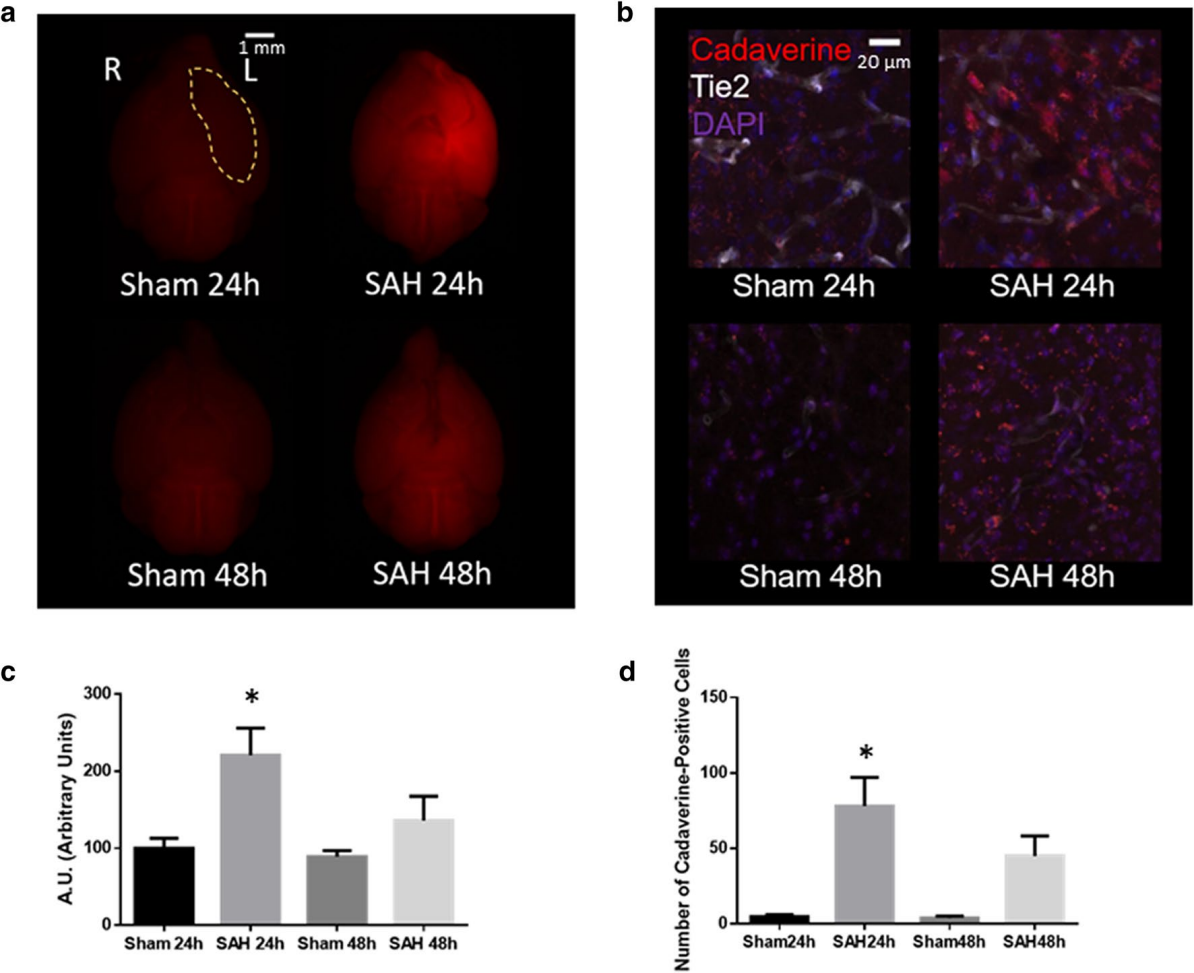
Blood–brain barrier (BBB) assessment after experimental SAH. (**a**) Whole brain fluorescent imaging from ventral perspective 24 h and 48 h after SAH or sham procedure. Left ventral region demarcated by yellow marking. Cadaverine dye fluorescence shown in red. (**b**) Confocal microscopy of coronal brain slices 24 h and 48 h after SAH or sham procedure. Cadaverine dye shown in red. Blood vessels shown in white with intrinsic Tie2-GFP fluorescence. Nuclei shown in blue with DAPI staining. (**c**) Quantification of cadaverine dye fluorescence from the left ventral region demarcated in (**a**). (**d**) Quantification of number of extravascular cadaverine-positive parenchymal cells. *n* = 3 per group. Data presented as means ± SEM. One-way ANOVA with Holm-Sidak *post-hoc* correction, *p < 0.05 (compared to Sham 24 h or Sham 48 h). Abbreviations: GFP = Green fluorescent protein. L = left. R = right.

### Viable endothelial cells were isolated from mouse brains

Endothelial cells were isolated from freshly extracted left cerebral hemispheres 24 h after SAH using magnetic-based methods (CD45–CD31 + cells). For confirmation of RT-PCR findings of CD45–CD31 + cells, endothelial cells were also isolated via fluorescence-activated cell sorting (FACS) (Tie2 + Pdgfrb- cells). These BEC suspensions had greater than 90% purity and greater than 80% viability (Fig. 3a–b, Supplementary Fig. S2). Each single biological replicate produced approximately 25,000 and 50,000 cells from the FACS-based and magnetic-based protocols, respectively. The isolated CD45–CD31 + endothelial cells revealed significant enrichment of endothelial gene transcripts (*Pecam1*, *Tie2*, *Vegfr2*) (Fig. 3c).

**Figure 3:**
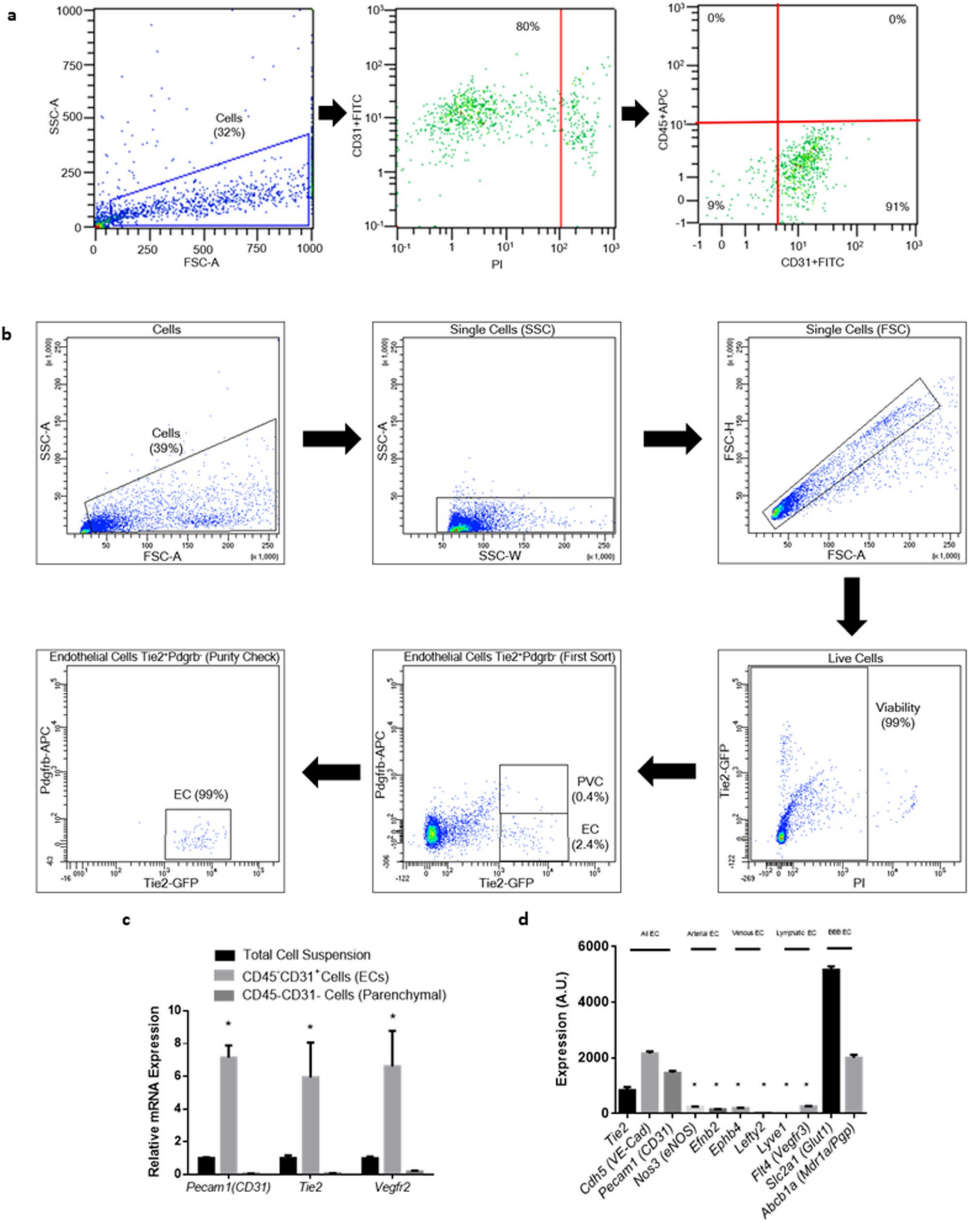
Isolation of brain endothelial cells (BECs). (**a**) Isolation of viable CD45–CD31 + endothelial cells by magnetic-beading sorting and confirmed by flow cytometry. (**b**) Isolation of viable Tie2 + Pdgfrb- endothelial cells by fluorescence-activated cell sorting (FACS). (**c**) Confirmation of CD45–CD31 + endothelial cell isolation by significant enrichment of endothelial mRNA transcripts relative to total cell suspension and CD45–CD31- brain parenchymal cells. *n* = 4 per group. Data presented as means ± SEM. One-way ANOVA with Holm-Sidak *post-hoc* correction, *p < 0.05. (**d**) Confirmation of predominantly blood–brain barrier (BBB) CD45–CD31 + endothelial cells by significant enrichment of BBB-associated genes measured by microarray intensities. *n* = 4 per group. Data presented as means ± SEM. One-way ANOVA with Holm-Sidak *post-hoc* correction. *p < 0.05 vs. “All EC” genes or “BBB EC” genes. Abbreviations: *Abcb1a*/Pgp/Mdr1a: ATP-binding cassette, sub-family B (MDR/TAP), member 1A/P-glycoprotein/Multidrug resistance protein 1a; APC: Allophycocyanin; *Cdh5*/VE-Cad: Cadherin 5; EC: Endothelial cell; *Efnb2*: Ephrin-B2; *Ephb4*: Ephrin type-B receptor 4; FITC: Fluorescein isothiocyanate; *Flt4*/*Vegfr3*: Fms-related tyrosine kinase 4/Vascular endothelial growth factor receptor 3; FSC-A: Forward scatter area; FSC-H = Forward scatter height; GFP: Green fluorescent protein; *Lefty2*: Left–right determination factor 2; *Lyve1*: Lymphatic vessel endothelial hyaluronan receptor 1; *Nos3*/eNOS: Nitric oxide synthase 3/endothelial nitric oxide synthase; *Pdgfrb*: Platelet-derived growth factor receptor beta; *Pecam1*: Platelet-endothelial cell adhesion molecule 1; PI: Propidium iodide; PVC: Perivascular cell; SSC-A: Side scatter area; *Slc2a1*/Glut-1: Solute carrier family 2, member 1/Glucose transporter 1; SSC-W: Side scatter width; *Tie2*: Tunica intima endothelial kinase 2; *Vegfr2*: Vascular endothelial growth factor receptor 2.

### RNA was successfully extracted and amplified from mouse brain endothelial cells

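RNA of CD45–CD31 + BECs from 4 SAH mice and 4 sham mice was profiled on Affymetrix Mouse Gene 2.0 ST arrays, with 1 array per animal. The cells came from left cerebral hemispheres taken 24 h after the injection of 80 μL of blood, or after a sham procedure, in mice aged 12 weeks. The supplement describes each sample as a single biological replicate, so limma's p-value for a gene measures a difference against the spread between animals. The authors normalized the intensities by robust multi-array average (RMA) with the oligo package in R 3.2.2, and the deposited values are log2 intensities. The table holds 41345 probe sets and no missing value, and the medians of the 8 arrays lay between 4.23 and 4.30. The 25335 probe sets that the platform annotation pairs with at least 1 gene symbol were compared between SAH and sham. The comparison used the moderated test of limma 3.58.1 with Benjamini-Hochberg adjustment and a threshold of 0.05. A log2 change is the SAH mean minus the sham mean, and its standard error (SE) comes from the same fit. Each gene that is named or stands on a list is represented by its probe set with 1 symbol that had the highest mean over all arrays. Groups of genes were compared through 42 gene lists, of whose 761 genes 693 were measured. The lists were written from general knowledge. They are not the gene sets of the paper's GSEA and were not read from Supplementary Figs. S5 and S6. The lists and the rule for naming genes were written before the deposited data were examined, but after the values in Supplementary Tables S1 and S2 had been seen. Those tables hold values of the same 8 arrays, so the p values of the lists are not blind to them. Shifts of whole lists were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over the 42 lists. On simulated arrays with 25335 probe sets and 4 arrays per group, limma called 85.1% of probe sets changed by 1 on the log2 scale and 16.4% of those changed by 0.5. A change of that smaller size was therefore often missed in the simulation. The simulation planted 200 changed probe sets, fewer than the 807 that limma called in the real arrays. Its spread was drawn from limma's own fit. These shares need not hold for the real arrays.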

There was a relatively low amount of RNA extracted from CD45–CD31 + endothelial cells, so the RNA was amplified in order to perform gene expression profiling. This amplified RNA demonstrated enrichment of endothelial genes but relatively low levels of genes characteristic of other cell types (Supplementary Fig. S3). In addition, the amplified RNA was enriched in genes characteristic of endothelial cells derived from the BBB (Slc2a1/Glut1, Abcb1a/Mdr1a), but exhibited relatively low levels of genes characteristic of endothelial cells derived from arteries, veins, or lymphatic vessels (Fig. 3d). 

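Of 16 pan-endothelial genes, Tek and Kdr were lower after SAH and none was higher at an adjusted p under 0.05 from limma (1 higher and 2 lower when adjusted over the list alone). The log2 intensity of Pecam1 was 10.66 ± 0.09 (SD, n = 4) after SAH and 10.30 ± 0.06 (SD, n = 4) in sham animals, a log2 change of 0.37 (SE 0.09) that did not pass (adjusted p = 0.0673 from limma). The pan-endothelial list as a whole was not shifted (camera, adjusted p = 0.880). Of 20 microglia and macrophage genes, Ctss, Tyrobp, Fcer1g and C1qc were higher and none was lower (11 higher when adjusted over the list alone). This list rose by a mean of 0.50 (camera, adjusted p = 9.0e-11, and p = 0.0346 with the correlation estimated from the arrays). Ptprc, which encodes the CD45 used for depletion, had a log2 change of 0.68 (SE 0.20) that did not pass (adjusted p = 0.124 from limma). Its means of 3.62 after SAH and 2.95 in sham animals lay below the array medians (4.23 to 4.30), so the size of this change is uncertain. Among 13 neutrophil genes, S100a8 and S100a9 rose, with log2 changes of 2.07 and 1.21, and the size of the first is uncertain because its sham mean of 3.67 lay below the array medians (4.23 to 4.30). Both lay higher in all 4 SAH arrays than in any sham array (adjusted p = 0.0229 and 0.0355 from limma), but in the fits that left out 1 array S100a8 lost its call in 5 of 8 and S100a9 in 6 of 8. Of 11 pericyte genes Kcnj8 was higher, of 10 fibroblast genes Dcn and of 9 platelet genes Itgb3, while of 22 neuronal genes Stmn2, which also stands on the arterial list, was lower. Leaving out 1 array ended the call of Fcer1g in 5 of 8 fits, of Kcnj8 in 4 and of Itgb3 in 2. Astrocyte, oligodendrocyte, lymphocyte, smooth muscle, red blood cell and ependymal lists held 62 genes, of which limma called 0 (8 had an unadjusted p under 0.05, and the methods' t-test called 0). When adjusted over each list alone, 2 astrocyte genes were higher and 1 smooth muscle gene was lower. The neutrophil and pericyte lists were shifted upward by camera (adjusted p = 0.0154 and p = 0.00346), but not with an estimated correlation (adjusted p = 0.160 and p = 0.323).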

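Slc2a1 had a log2 intensity of 12.35 ± 0.04 (SD, n = 4) after SAH and 12.30 ± 0.13 (SD, n = 4) in sham animals. Its log2 change of 0.05 (SE 0.10) did not pass (adjusted p = 0.877 from limma), and neither did that of its other probe set, 0.29 (adjusted p = 0.519). Abcb1a went from 11.13 ± 0.09 (SD, n = 4) in sham animals to 10.75 ± 0.11 (SD, n = 4) after SAH. All 4 SAH arrays lay below all 4 sham arrays for Abcb1a, with a log2 change of -0.38 (SE 0.10) and an adjusted p of 0.0743 from limma. The other genes of Fig. 3d, Cdh5, Efnb2, Nos3, Ephb4, Lefty2, Flt4 and Lyve1, had log2 changes from -0.23 for Ephb4 to 0.46 for Flt4, and none passed. Among the fits that left out 1 array, Flt4 passed in that without Sham replicate 1 (log2 change 0.54, adjusted p = 0.0475). Of 16 arterial genes, 2 were higher and 4 were lower (2 and 5 when adjusted over the list alone), among them Gkn3 with a fall by 2.30 and Mgp with a rise by 0.83 on the log2 scale. Of 12 venous genes, 4 were higher and 1 was lower (6 and 1 when adjusted over the list alone). The venous genes that rose most, Ackr1, Selp and Lcn2, also stand on lists of adhesion or innate immunity, and Slc38a5 fell by 0.94. Of 13 capillary genes, 0 were higher and 9 were lower (12 lower when adjusted over the list alone). The capillary list fell by a mean of 0.95 on the log2 scale (camera, adjusted p = 9.9e-18, and p = 0.0123 with an estimated correlation). It was written with the paper's values for these arrays already seen, so these p values are not blind to them. The arterial and venous lists were shifted by camera in opposite directions (adjusted p = 0.0170 and p = 7.4e-05), but not with an estimated correlation (p = 0.242 and p = 0.108). Intensities of different probe sets were not set against each other, since probes differ in how strongly they bind.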

A fixed amount of exogenous mRNA plasmid was added to the endothelial cell suspension prior to RNA extraction, confirming similar first strand and amplification efficiencies between biological replicates (Supplementary Fig. S4). Gene expression patterns pre- and post-amplification were similar (Supplementary Fig. S4).

### SAH and sham mice demonstrated distinct endothelial gene expression patterns

Gene expression profiling of CD45–CD31 + BECs derived from SAH and sham mice showed distinct gene expression patterns based on Pearson’s correlation, principal component analysis (PCA), and unsupervised hierarchical clustering (Fig. 4a–c). 

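Arrays of the same group correlated more closely than arrays of different groups. Over the 25335 probe sets, Pearson's r was 0.987 on average within SAH or sham (0.984 to 0.989) and 0.979 on average between SAH and sham (0.973 to 0.985). The difference of 0.00716 was the largest among all 35 splits of the 8 arrays into 4 and 4 (exact permutation test, one-sided, p = 0.0286, the smallest p that 35 splits allow). In a principal component analysis of centred values, component 1 held 35.8% of the variance, component 2 held 13.5% and component 3 held 12.5%. The 4 SAH arrays lay between 16.9 and 28.6 on component 1 and the 4 sham arrays between -31.2 and -12.4. Hierarchical clustering parted SAH from sham under Euclidean and under correlation distance, each with complete, average and Ward linkage. SAH replicate 4 and Sham replicate 4 were the arrays of their groups nearest the other group. Along an axis drawn from the other arrays' changed probe sets, with 0 at the sham mean and 1 at the SAH mean, these replicates lay at 0.77 and 0.27.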

Among 24,865 interrogated probe sets, 707 genes (2.8%) showed significant differential expression after SAH with 403 genes upregulated and 304 genes downregulated (Fig. 4d). In particular, 236 genes were significantly upregulated by at least 1.5-fold and 200 genes were significantly downregulated to less than 75% of baseline value. 

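After SAH, 780 genes had changed expression, of which 459 were upregulated and 321 were downregulated at an adjusted p under 0.05 from limma. These genes correspond to 807 probe sets, 3.19% of the 25335 tested, with 482 higher and 325 lower. Of the 780, 740 come from probe sets with 1 symbol, and 40 are groups of symbols that share a probe set, each group counted as a gene. Among them were Saa3, whose log2 intensity rose from 4.16 ± 0.55 (SD, n = 4) to 9.73 ± 0.44 (SD, n = 4), and Cxcl12, which fell from 10.46 ± 0.31 (SD, n = 4) to 8.54 ± 0.20 (SD, n = 4). For 787 of the 807 probe sets, the 4 SAH arrays all lay on the same side of the 4 sham arrays. This held for 8.97% of all tested probe sets, where chance gives 2.86%. Leaving out 1 array gave between 454 and 659 changed genes, with 454 without Sham replicate 2, 455 without SAH replicate 1, 456 without SAH replicate 3 and 495 without Sham replicate 3. When all 41345 probe sets of the table were tested, 353 passed, of which 55 are unnamed here.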

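Of the upregulated genes, 384 were higher by at least 1.5-fold, and 37 by at least 4-fold. Of the downregulated genes, 319 were at or under 75% of the sham value, and 5 at or under 25%. Pvr is an example of the first group, with a log2 change of 1.74 (SE 0.15, adjusted p = 0.000186 from limma), which is 3.35-fold. In the second group, Gas6 stood at 43.3% of the sham value, a log2 change of -1.21 (SE 0.13, adjusted p = 0.000842 from limma). The fold changes are ratios of geometric means of the deposited RMA intensities, with nothing added to them. With 16 added to each linear intensity, a setting chosen after the values were seen, the counts were 234 and 198, and testing all probe sets gave 220 and 116 with unnamed probe sets counted as genes. Without 1 array, 271 to 358 genes were higher by at least 1.5-fold and 164 to 290 were at or under 75%. The second count was 164 without SAH replicate 3, 166 without Sham replicate 2, 169 without SAH replicate 1, 209 without Sham replicate 1 and 210 without Sham replicate 3.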

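Saa3, which encodes a serum amyloid A protein, had the largest log2 change after SAH, 5.57 (SE 0.27, adjusted p = 7.9e-06 from limma). The atypical chemokine receptor Ackr1 followed with a log2 change of 5.20 (SE 0.63, adjusted p = 0.00165), and its log2 intensity varied more in sham animals (4.79 ± 1.71, SD, n = 4) than after SAH (9.99 ± 0.18, SD, n = 4). Selp rose by 4.21, Csf3 by 4.15, Ccl2 by 4.09 and Tnfsf8 by 3.99 on the log2 scale. Lcn2, Adamts9, Sele and Cd14 complete the 10 largest rises, with log2 changes from 3.55 to 3.71. Among falls the predicted gene Gm3716 had the largest log2 change, -2.34 (SE 0.21, adjusted p = 0.000243 from limma). Gkn3 fell by 2.30, Alpl by 2.29, Sgpp2 by 2.11 and Slc26a10 by 2.04 on the log2 scale, and both probe sets of Alpl passed. Cxcl12, Akr1c14, Plekhh2, Snord35b and Tecrl complete the 10 largest falls, with log2 changes from -1.92 to -1.58. Without Sham replicate 4 the log2 change of Ackr1 was 6.00, and that of Saa3 was 5.54. The sham means of Saa3, Selp, Csf3 and Tnfsf8 and the SAH mean of Gm3716 lay within or below the range of the array medians (4.23 to 4.30), where the size of a change depends on how background is handled, so the order of these genes, as of Ackr1, is uncertain. These rankings cover changed genes whose 4 SAH arrays all lay on the same side of the 4 sham arrays. All 20 genes kept an adjusted p under 0.05 when any 1 array was left out.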

Genes with the highest fold changes are shown in Fig. 5a,b.

**Figure 4:**
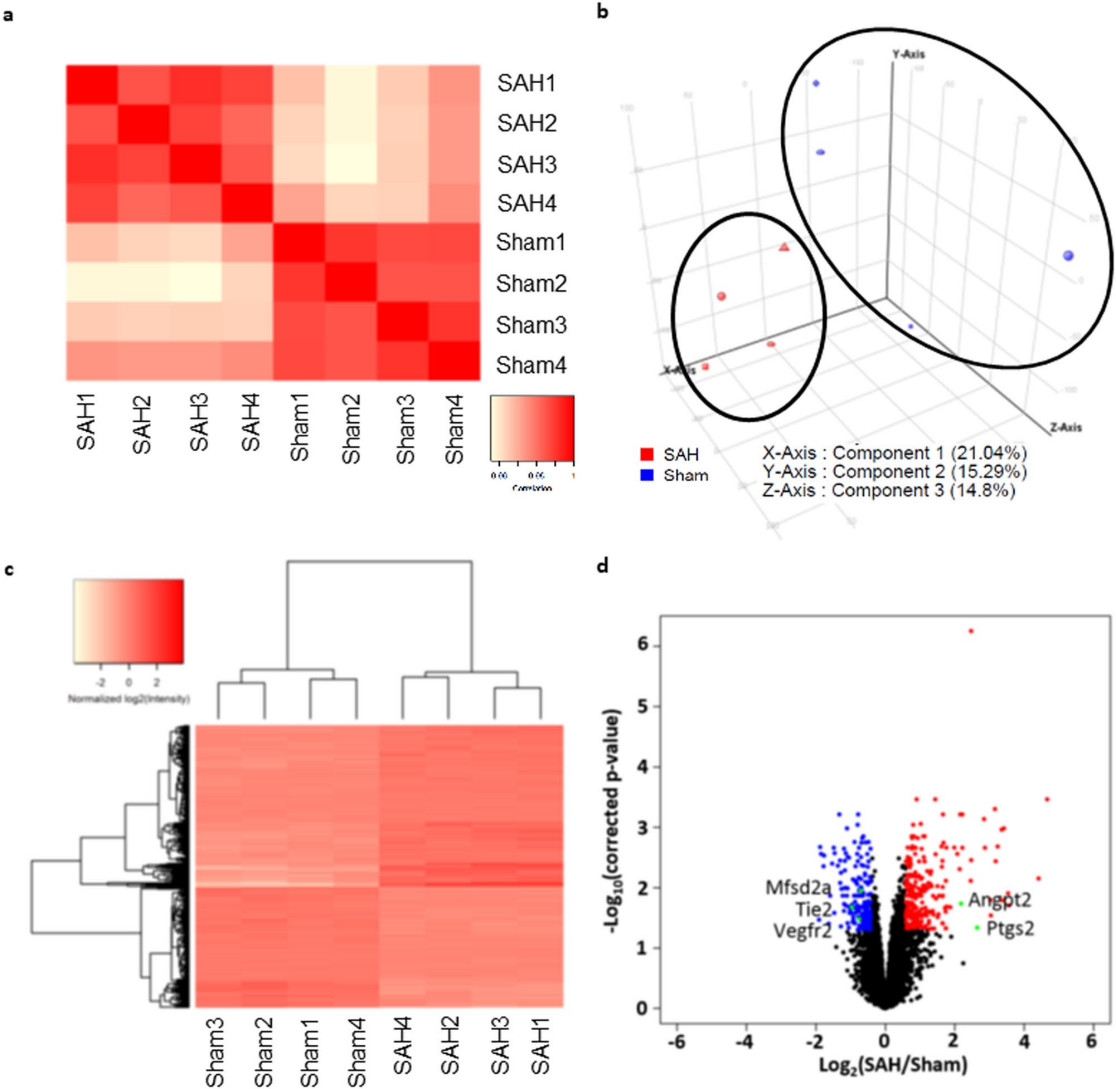
Gene expression profiling of CD45–CD31 + brain endothelial cells. (**a**–**c**) Pearson’s correlation, principal component analysis (PCA), and unsupervised hierarchical clustering revealed clustering of SAH and sham biological replicates based on gene expression profiling of CD45–CD31 + BECs. (**d**) Volcano plot demonstrating 707 genes with significant differential expression 24 h after SAH vs. sham procedure (2.8% of 24,865 interrogates probe sets). There were 403 upregulated genes and 304 downregulated genes. Red dots show the 200 genes that were significantly upregulated by more than 1.5-fold. Blue dots show the 304 genes that significantly downregulated to 75% of baseline. Specific genes of interest are labeled with green dots. *n* = 4 per group. Abbreviations: *Angpt2*: Angiopoietin 2; *Mfsd2a*: Major facilitator superfamily domain containing 2a; *Ptgs2*/COX-2: Prostaglandin-endoperoxide synthase 2; *Tie2*: Tunica intima endothelial kinase 2; *Vegfr2*: Vascular endothelial growth factor receptor 2.

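Tek, the gene of Tie2, fell after SAH from a log2 intensity of 10.08 ± 0.20 (SD, n = 4) to 9.10 ± 0.30 (SD, n = 4). Its log2 change was -0.99 (SE 0.16, adjusted p = 0.00658 from limma), with all 4 SAH arrays below all 4 sham arrays. Kdr, the gene of Vegfr2, fell from 9.49 ± 0.25 (SD, n = 4) to 8.72 ± 0.21 (SD, n = 4), a log2 change of -0.78 (SE 0.15, adjusted p = 0.0163 from limma). Kdr lost its call without SAH replicate 3 (log2 change -0.70) or without Sham replicate 2 (-0.72), with adjusted p values of up to 0.0524 from limma. Mfsd2a fell from 10.68 ± 0.13 (SD, n = 4) to 9.97 ± 0.18 (SD, n = 4), a log2 change of -0.72 (SE 0.12, adjusted p = 0.00720 from limma). For Kdr and Mfsd2a, too, the 4 SAH arrays lay below all 4 sham arrays.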

**Figure 5:**
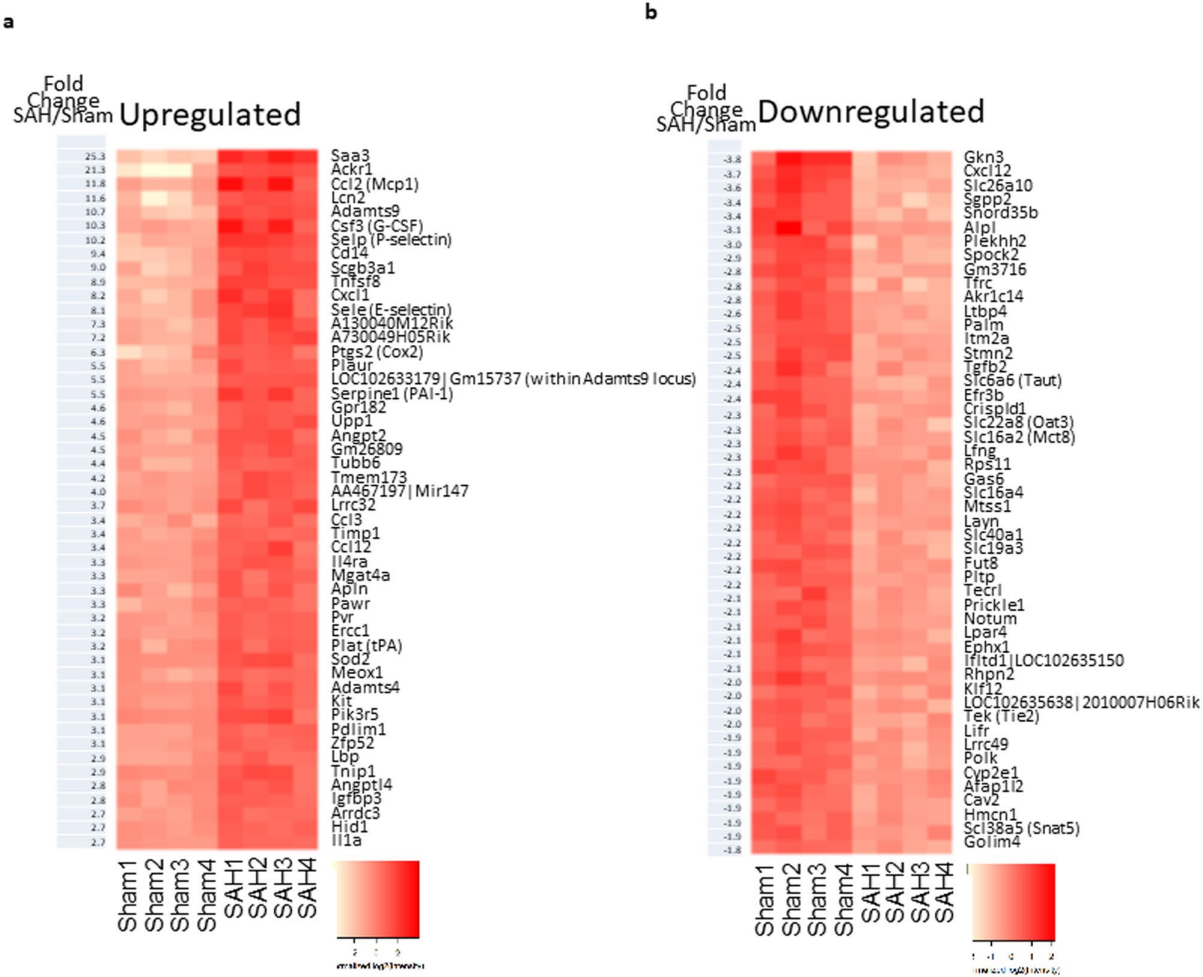
Differentially expressed genes. (**a**) The 50 highest ranked genes based on upregulation in CD45–CD31 + BECs after SAH. (**b**) The 50 highest ranked genes based on downregulation in CD45–CD31 + BECs after SAH.* n* = 4 per group.

### Inflammatory response genes were significantly upregulated in endothelial cells after SAH

There were no significant changes in genes related to BBB intercellular junctions after SAH (Supplementary Fig. S5). 

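Of 28 genes of BBB intercellular junctions, limma called 0 as changed after SAH (2 higher and 1 lower when adjusted over the list alone, 7 at an unadjusted p under 0.05, and 0 by the methods' t-test). Tjp1, which encodes zonula occludens 1, had a log2 intensity of 10.60 ± 0.21 (SD, n = 4) after SAH and 10.86 ± 0.08 (SD, n = 4) in sham animals, a log2 change of -0.27 (SE 0.12, adjusted p = 0.342 from limma). F11r had a log2 change of 0.30 (SE 0.10, adjusted p = 0.152 from limma), and Ctnnb1 one of -0.44 (SE 0.12, adjusted p = 0.0751). Supplementary Table S1 lists F11r and Pecam1, also a member here, as changed, with adjusted p values of 0.0397 and 0.0159 from the paper's test. The change furthest from 0 was that of Gja1, 0.90 (SE 0.23, adjusted p = 0.0650 from limma), a gene that also stands on the astrocyte list. Gja1 passed when SAH replicate 4 was left out (log2 change 1.11, adjusted p = 0.0133). The list as a whole was not shifted (camera, adjusted p = 0.176). The SE of Tjp1, F11r and Ctnnb1 was 0.10 to 0.12, and changes of this size are often missed with 4 arrays per group.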

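Of 45 genes of BBB transporters and receptors, 11 were lower after SAH and 1 was higher at an adjusted p under 0.05 from limma (20 lower and 5 higher when adjusted over the list alone). Tfrc, the transferrin receptor, fell by 1.51 (SE 0.24) and Slc6a6, a taurine transporter, by 1.29 (SE 0.15) on the log2 scale. Slc16a4 fell by 1.21, Slc40a1 by 1.21 and Slc22a8 by 1.20, with adjusted p values from 0.0022 to 0.0061 from limma. Abcb1b was the gene that rose, from a log2 intensity of 3.68 ± 0.45 (SD, n = 4) to 4.81 ± 0.23 (SD, n = 4), a log2 change of 1.13 (SE 0.20, adjusted p = 0.0127 from limma), and the size of this change is uncertain because the sham level lay below the array medians (4.23 to 4.30). Slco1a4 fell by 0.56, but lost its call in 6 of the 8 fits that left out 1 array (adjusted p up to 0.0810). Slco1c1 had a log2 change of -0.25 (SE 0.09) that did not pass (adjusted p = 0.198 from limma), although its 4 SAH arrays lay below all 4 sham arrays. The list's mean log2 change was -0.30 and its median -0.25 (camera, adjusted p = 2.1e-06, and p = 0.0123 with an estimated correlation).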

There was an overall modest downregulation of genes related to BBB transporters after SAH (Supplementary Fig. S6). Gene set enrichment analysis (GSEA) was used to determine relevant biological processes and pathways affected after SAH. 

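Of the 42 gene lists, 18 were shifted upward and 6 downward after SAH at an adjusted p under 0.05 from camera. With the correlation estimated from the arrays, 13 of these 24 passed. Among 21 genes of the unfolded protein response, Xbp1, Asns and Pdia6 rose by 1.20, 0.76 and 0.67 on the log2 scale, and 5 were higher in all (13 when adjusted over the list alone). Pdia6 lost its call without SAH replicate 1 or without Sham replicate 3, with adjusted p values of up to 0.0529 from limma. Of 26 genes of matrix proteases and their inhibitors, 7 were higher and 0 were lower (11 and 1 when adjusted over the list alone), with Adamts9, Timp1 and Adamts4 foremost. The sham mean of Timp1, 3.81, lay below the array medians (4.23 to 4.30), so the size of its rise is uncertain. In the basement membrane list of 22 genes, Col4a1 and Col4a2 rose by 1.21 and 1.32, while Spock2 and Ltbp4 fell by 1.57 and 1.44. Of 22 genes of Wnt/beta-catenin signalling, 7 were lower, among them Notum with a fall by 1.28 and Sox17 with a fall by 0.72 (12 when adjusted over the list alone). The Wnt list passed camera (adjusted p = 1.8e-09) but not with an estimated correlation (p = 0.0523). The lists of hypoxia targets, tip cells, haem and iron handling, caveolae and immediate-early genes also passed only with the preset correlation (p = 0.226, 0.117, 0.0873, 0.323 and 0.261 when estimated). Of 31 immediate-early genes, which can respond to tissue dissociation, Jun, Klf4, Atf3, Nr4a1 and Nr4a2 were lower after SAH and Fosl2 and Myc were higher. In splits of the 8 arrays that put 2 SAH and 2 sham arrays on each side, camera shifted 0 to 5 lists with the preset correlation, and in splits with 3 and 1 it shifted 12 to 21. With an estimated correlation it shifted 0 in all of these splits.

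**Figure D1:**
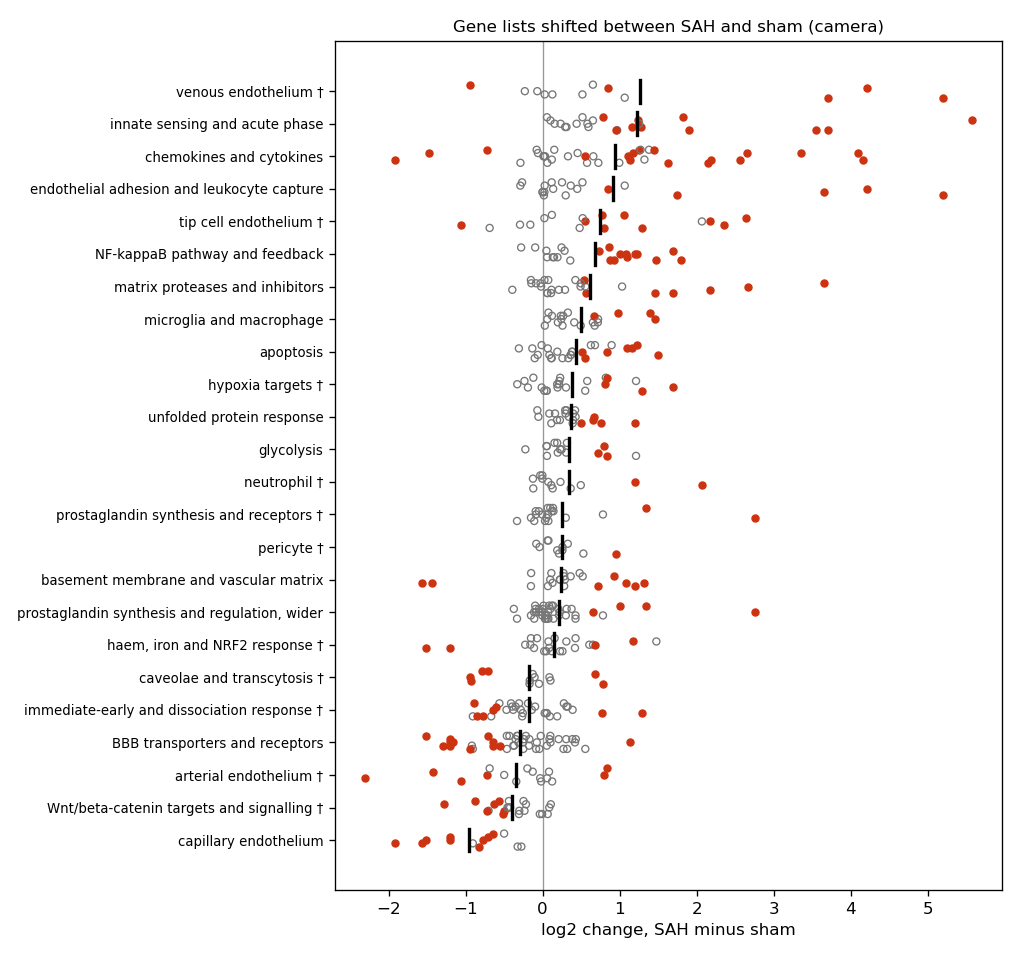
Log2 change (SAH minus sham) of each measured member of the 24 gene lists shifted by camera, with filled points for members at an adjusted p under 0.05 from limma and a black bar at each list's mean. Daggers mark lists that did not pass with an estimated correlation, and the lowest mean, -0.95, is that of the capillary list.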

A number of gene ontology biological processes, cellular components, molecular functions and pathways were affected by SAH, including most prominently “Inflammatory Response” and “Prostaglandin Synthesis and Regulation” (Tables 1, 2, Supplementary Fig. S7).

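Of 23 genes of innate sensing and acute phase, 10 were higher after SAH and 0 were lower at an adjusted p under 0.05 from limma (16 and 0 when adjusted over the list alone). Saa3, Lcn2 and Cd14 lay furthest from 0, and Il4ra and Tnfrsf1a rose by 1.90 (SE 0.21) and 1.17 (SE 0.16) on the log2 scale. Of 35 chemokine and cytokine genes, 14 were higher and 3 were lower (17 and 3 when adjusted over the list alone), with rises of Cxcl1 by 3.36 (SE 0.52) and of Cxcl2 by 2.66 (SE 0.34). Of 20 adhesion genes, 5 were higher (10 when adjusted over the list alone), and Vcam1, with a log2 change of 1.07 that did not pass, did so without Sham replicate 4 (1.40, adjusted p = 0.00379). Of 22 genes of the NF-kappaB pathway, 12 were higher, among them Sod2, Tnip1 and Birc3 (13 when adjusted over the list alone). These inflammatory lists were shifted upward by camera (adjusted p from 8.0e-21 to 1.2e-08), and also with an estimated correlation (p from 0.0123 to 0.0301). Of 20 genes of prostaglandin synthesis and receptors, Ptgs2 and Ptges were higher and none was lower (2 and 0 when adjusted over the list alone). Ptges rose from 5.22 ± 0.16 (SD, n = 4) to 6.56 ± 0.21 (SD, n = 4), and Slco2a1 had a log2 change of 0.78 that did not pass (adjusted p = 0.203 from limma). This list is not the gene set of the paper's GSEA, so its test does not repeat the paper's pathway result. It was shifted upward with the preset correlation (camera, adjusted p = 0.0295), not with an estimated correlation (p = 0.103), and not without SAH replicate 3 (p = 0.0806). Its estimated correlation was -0.023, below the preset 0.01, so correlation between its genes does not account for the loss. A wider list of 39 genes, which adds annexins and endothelin receptors, held 4 higher genes (4 when adjusted over the list alone) and was shifted upward (camera, adjusted p = 0.00272, and p = 0.0305 with an estimated correlation). With only probe sets at a mean of log2 6 or more, the wider list did not pass (camera, adjusted p = 0.0564). Its additional members S100a6 and Anxa2 rose by 1.01 and 0.65, but lost their calls in 6 and 7 of the 8 fits that left out 1 array. Genes of microglia and macrophages rose with the same samples, by 0.50 on average, and the arrays do not separate the transcripts of these cells from those of BECs. The paper states that pathways of inflammation and prostaglandin signaling rose in BECs, and reasons from the latter that Ptgs2 was the target to investigate further.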

**Table 1:** Gene set enrichment analysis (GSEA) with gene ontology (GO) data sets.

Gene ontology (GO) data sets	NES	FDR q-value
**GO—biological process**		
Inflammatory response	1.76	0.091
Heterophilic cell–cell adhesion	1.73	0.095
Oogenesis	1.73	0.087
Regulation of apoptotic process	1.72	0.081
Response to hydrogen peroxide	1.71	0.086
Positive regulation of camp biosynthetic process	1.71	0.084
Cell–cell adhesion	1.70	0.082
Peptide cross-linking	1.70	0.080
Cytokine production	1.69	0.084
Response to lipopolysaccharide	1.68	0.087
Activation of mapk activity	1.68	0.086
Placenta development	1.67	0.092
Regulation of blood pressure	1.67	0.089
Superoxide metabolic process	1.67	0.086
Response to oxidative stress	1.66	0.095
Adult locomotory behaviour	− 2.14	0.01
Synaptic transmission	− 1.95	0.024
**GO—cellular component**		
Secretory granule	1.73	0.081
High-density lipoprotein particle	1.71	0.081
**GO—molecular function**		
Calcium-dependent protein binding	1.79	0.093
Cytokine activity	1.75	0.097
Protease binding	1.70	0.083
Metallopeptidase activity	1.70	0.083
Transporter activity	1.69	0.077

*FDR* False-discovery rate, *NES* Normalized enrichment score.

**Table 2:** Gene set enrichment analysis (GSEA) with pathway analysis data sets.

Pathway analysis data sets	NES	FDR q-value
TH1 TH2 differentiation	1.81	0.042
Prostaglandin synthesis and regulation	1.75	0.067
Folate metabolism	1.70	0.071
Regulation of actin cytoskeleton	1.70	0.056
Selenium pathway	1.68	0.054
Monoamine transport	1.67	0.050
Inflammatory response pathway	1.66	0.051
EBV LMP1 signaling	1.65	0.056
Selective expression of chemokine receptors during T-cell polarization	1.64	0.072
Type II diabetes mellitus	1.64	0.076
Apoptosis	1.62	0.091
Complement and coagulation cascades	1.62	0.086
IL4 signaling pathway	1.61	0.093
Follicle stimulating hormone signaling pathway	1.61	0.088
Matrix metalloproteinases	1.60	0.089
IL-4 signaling pathway	1.60	0.086
Cytoskeletal regulation by rho gtpase	1.60	0.082
Role of mitochondria in apoptotic signaling	1.58	0.097
Caspase cascade in apoptosis	1.57	0.102
HIV-I NEF negative effector of FAS and TNF	1.56	0.098
Chaperones modulate interferon signaling pathway	1.55	0.099
KIT receptor signaling pathway	1.55	0.100
IL-2 receptor beta chain in T cell activation	1.54	0.099

*FDR* False-discovery rate, *NES* Normalized enrichment score.

### Experimental SAH led to increased Ptgs2 (Cox-2) and Angpt2 expression in brain endothelial cells

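The log2 intensity of Ptgs2 (probe set 17218060) was 10.42 ± 0.45 (SD, n = 4) after SAH and 7.66 ± 1.24 (SD, n = 4) in sham animals. The log2 change of 2.76 (SE 0.49) corresponds to 6.76-fold (adjusted p = 0.0116 from limma), and all 4 SAH arrays lay above all 4 sham arrays. The sham animals ranged from 6.46 to 9.39 for Ptgs2, with the highest value in Sham replicate 4. Without that array the log2 change was 3.33 (adjusted p = 0.000457 from limma), and Ptgs2 passed in all 8 fits that left out 1 array (adjusted p up to 0.0422). Its call ended in 6 of the 25 other settings, among them the methods' t-test (adjusted p = 0.165), limma on all probe sets (0.0698) and a block for the label number (0.108). That block compares only arrays whose number occurs in both groups, and so uses fewer arrays. Angpt2 (probe set 17507799) rose from 6.70 ± 0.70 (SD, n = 4) to 9.06 ± 0.49 (SD, n = 4), a log2 change of 2.36 (SE 0.33, adjusted p = 0.00290 from limma), or 5.12-fold. All 4 SAH arrays lay above all 4 sham arrays for Angpt2 as well, and its call ended in 4 of the 25 settings, among them the methods' t-test (adjusted p = 0.0992). Supplementary Table S1 lists Ptgs2 and Angpt2 as changed, with adjusted p values of 0.0460 and 0.0183 from the paper's test. Among 23 genes of angiopoietin and VEGF signalling, 3 were higher and 3 were lower (5 and 5 when adjusted over the list alone), and the list as a whole was not shifted (camera, adjusted p = 0.774).

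**Figure D2:**
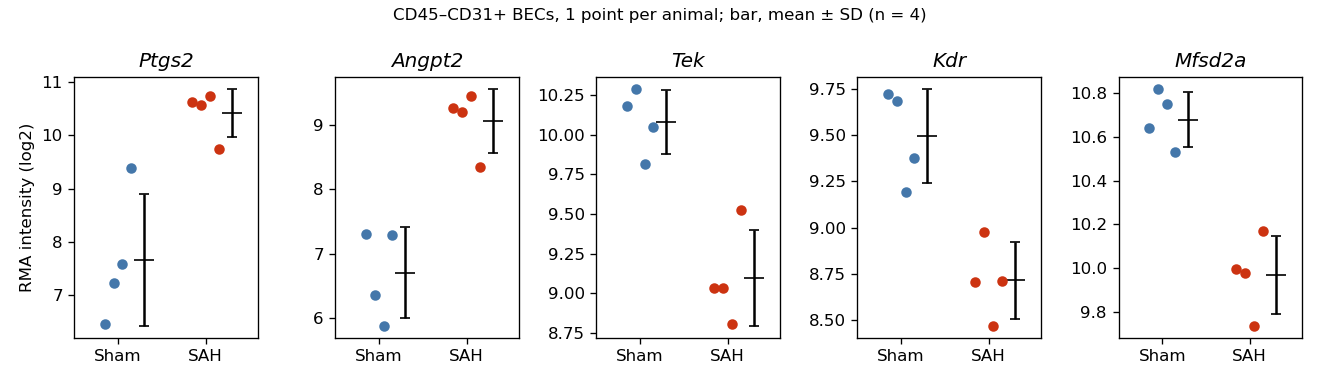
RMA intensity (log2) of Ptgs2, Angpt2, Tek, Kdr and Mfsd2a in CD45–CD31 + BECs, with 1 point per animal and bars for mean ± SD (n = 4), each panel on its own axis. Every SAH animal lies above every sham animal for Ptgs2 and Angpt2 and below every sham animal for the other genes, and the sham value of Ptgs2 nearest the SAH animals is 9.39.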

Gene expression profiling of CD45–CD31 + BECs revealed increased expression of *ptgs2* (Prostaglandin-endoperoxide synthase 2, also known as Cyclooxygenase-2 or Cox-2) and *angpt2* (Angiopoetin-2) after SAH. These results were validated with real-time PCR and confirmed in Tie2 + Pdgfrb − BECs isolated by a completely different methodology (Fig. 6a–d). There was corresponding increased Cox-2 immunofluorescence in brain blood vessels and increased Angpt2 protein expression in brain tissue (Fig. 6e,f). Related genes Ptgs1 (Cox-1) and Angpt1 demonstrated no change in expression after SAH (Fig. 6a–d). After SAH, there was increased Angpt2/Angpt1 protein expression ratio in brain tissue but not in serum (Fig. 6g, Supplementary Fig. S8).

**Figure 6:**
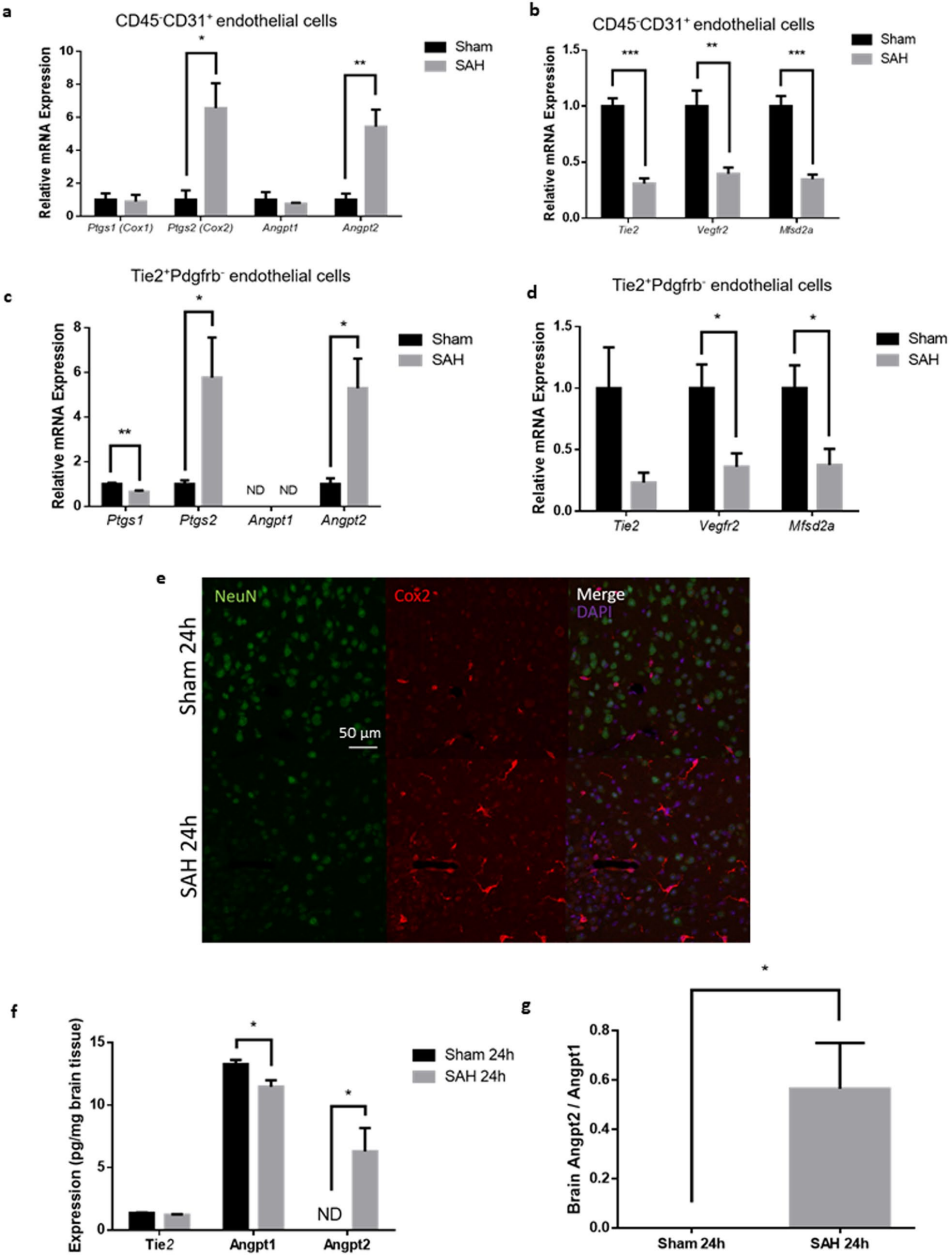
Expression of Ptgs2 and Angpt2 after experimental SAH. (**a**) Increased mRNA expression of *ptgs2* and *angpt2* in CD45–CD31 + BECs after SAH. (**b**) Decreased mRNA expression of *tie2*, *vegfr2*, and *mfsd2a* in CD45–CD31 + BECs after SAH. Increased mRNA expression of *ptgs2* and *angpt2* in Tie2 + Pdgfr- BECsafter SAH. (**b**) Decreased mRNA expression of *tie2*, *vegfr2*, and *mfsd2a* in Tie2 + Pdgfr-BECs after SAH. *n* = 4 per group. mRNA expression levels normalized to Actb (beta-actin). *t*-test with Holm-Sidak *post-hoc* correction *p < 0.05, **p < 0.01, ***p < 0.001. Data presented as means ± SEM. (**e**) Confocal microscopy images of coronal brain slices after SAH or sham procedure with neurons labeled with NeuN (green), Ptgs2 (Cox2) protein labelled in red, and nuclei labelled with DAPI (purple). *n* = 5 per group. (**f**) Protein expression of Tie2, Angpt1, and Angpt2 in left hemisphere brain homogenates after SAH or sham procedure using enzyme-linked immunosorbent assay (ELISA) kits. (**g**) Ratio of Angpt2 over Angpt1 in left hemisphere brain homogenates after SAH or shame procedure using ELISA kits. *n* = 5. *t*-test with Holm–Sidak *post-hoc* correction *p < 0.05. Abbreviations: *Angpt1/2*: Angiopoietin 1/2; *Cox1/2*: Cyclooxygenase 1/2; *Mfsd2a*: Major facilitator superfamily domain containing 2a; ND: Not detected; *Ptgs1/2*: Prostaglandin-endoperoxide synthase 1/2; *Vegfr2*: Vascular endothelial growth factor receptor 2.

### Celecoxib limited upregulation of Ptgs2 (Cox-2) in brain endothelial cells after experimental SAH

The selective Cox-2 inhibitor celecoxib improved overall activity level but did not improve Modified Garcia Score after SAH (Supplementary Fig. S9). There was a trend toward decreased BBB disruption in the left ventral cortex in SAH mice treated with celecoxib (p = 0.15, Fig. 7a,b). However, there was no significant decrease in neuronal apoptosis/degeneration after SAH (Fig. 7c,d, Supplementary Fig. S9). Celecoxib did not affect Cox-2 protein expression in brain blood vessels but limited CD45–CD31 + BEC *ptgs2* gene upregulation after SAH (Supplementary Fig. S9).

**Figure 7:**
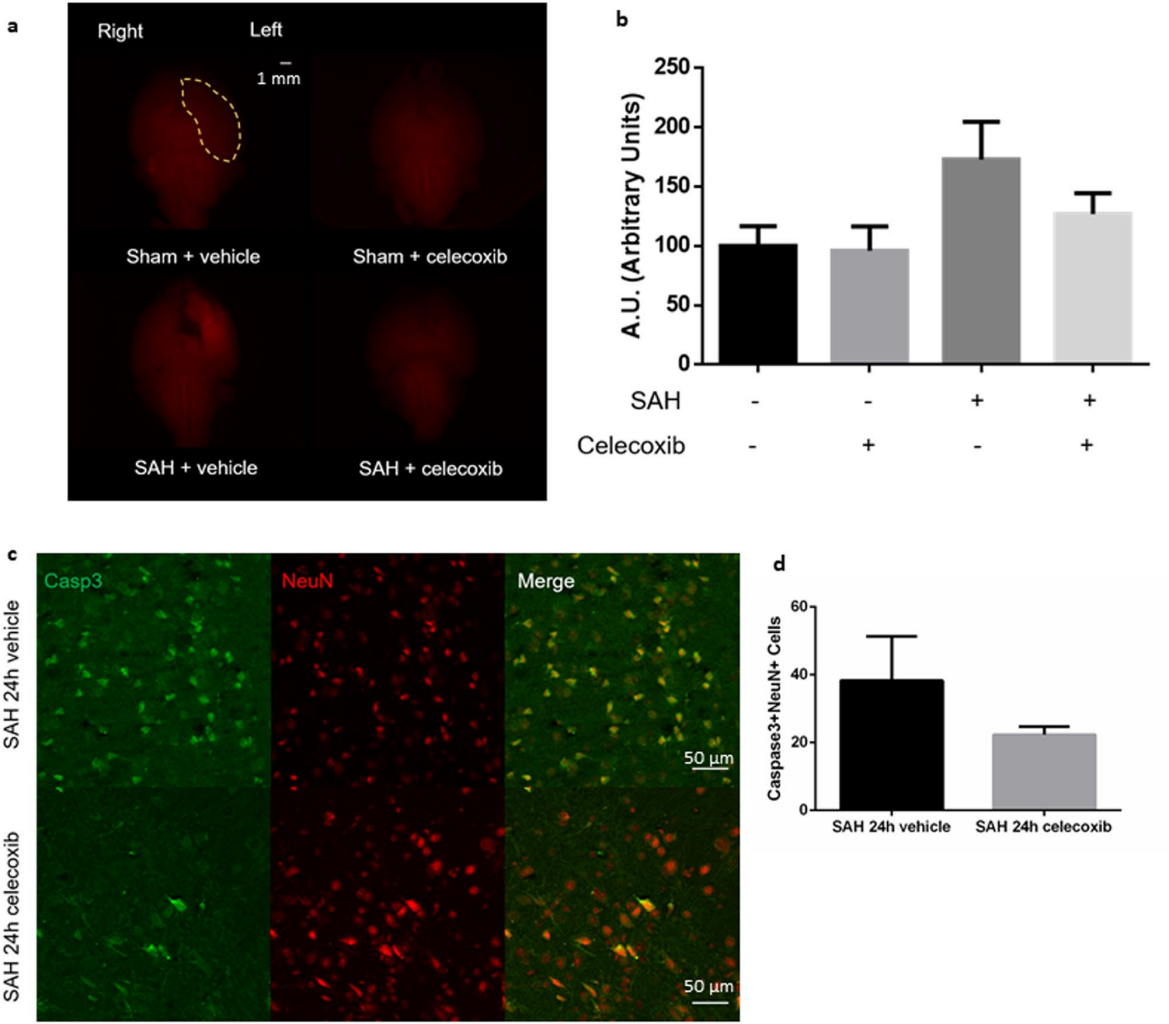
Celecoxib treatment after experimental SAH. (**a**) Whole brain fluorescent imaging from ventral perspective 24 h after SAH or sham procedure, treated with selective Cox2 inhibitor celecoxib or vehicle. Left ventral region demarcated by yellow marking. Cadaverine dye fluorescence shown in red. (**b**) Quantification of cadaverine dye fluorescence in left ventral region. (**c**) Merged double-stained immunofluorescent confocal microscopy of coronal brain slices 24 h after SAH treated with celecoxib or vehicle (NeuN (neuronal marker) = red, Caspase-3 (apoptosis marker) = green). Apoptotic neurons noted in yellow. (**d**) Semi-automated apoptotic neuronal count from left ventral region of coronal brain slices. *n* = 3–4 per group. Data presented as means ± SEM. One-way ANOVA with Holm-Sidak *post-hoc* correction. *p < 0.05.

## Discussion

Our study used a prechiasmatic injection model of SAH which demonstrated maximal BBB disruption at the 24 h time-point. We isolated BECs from mice with SAH. Using gene expression profiling with a microarray platform, we identified genes that were significantly differentially expressed in BECs after SAH. Pathways relevant to inflammation and prostaglandin signaling were upregulated in these cells. *Ptgs2* (Cox-2) was upregulated at both the RNA and protein level and may represent a potential therapeutic target in SAH.

Prior preclinical gene expression studies used combined whole brain tissue (neurons, oligodendrocytes, astrocytes, etc.) and brain blood vessels (endothelial cells, pericytes, vascular smooth muscle cell, etc.), which may obscure gene expression changes in specific cell types^8–14^. Tissue samples from patients with SAH are difficult to obtain and have been limited to whole blood, cerebrospinal fluid, aneurysm fundus, and endovascularly-obtained endothelial cells from aneurysm lumens^15–26^. However, such samples provide limited information regarding brain injury and the blood brain barrier, and hence the need for preclinical studies^7^. More in-depth studies investigating BEC gene expression patterns are needed, especially in models of neurological diseases including SAH^27^.

Our study revealed several biologically relevant targets in BECs after SAH (Fig. 5). There was significant upregulation of Ptgs2/COX-2 and we chose to investigate this target further due to overall upregulation of the prostaglandin synthesis pathways. COX-2, an inducible enzyme that generate various prostaglandins, has been well-studied and is druggable with the clinically available selective COX-2 inhibitor celecoxib. Unlike COX-1-derived prostaglandins which provide house-keeping functions and gastric cytoprotection, COX-2-derived prostaglandins are upregulated in states of inflammation and cancer in response to cytokines and mitogens^28^. It is not surprising that celecoxib did not affect the protein expression of COX-2 after SAH given that it is merely an inhibitor. Celecoxib may limit inflammation by limiting PGE2 production and signaling through pro-inflammatory EP2 receptors^29^. However, we were surprised that celecoxib downregulated the mRNA expression of Ptgs2/COX-2. The mechanism of this downregulation is unclear.

COX-2 is also known to be constitutively expressed in kidney and brain tissue^30^. It is known that celecoxib can cross the BBB^31^. Patients with SAH have been treated with COX-2 inhibitors without clear adverse reactions^32^. There is concern for increased pro-thrombotic complications including myocardial infarction and ischaemic stroke in the setting of prolonged use of COX-2 inhibitors in patients with vascular risk factors^33^. The VIGOR (Vioxx Gastrointestinal Outcomes Research) clinical trial comparing rofecoxib, a select COX-2 inhibitor and naproxen, a non-selective non-steroidal anti-inflammatory drug (NSAID) in patients with rheumatoid arthritis, found a significant increase in cardiovascular events in patients treated with rofecoxib^34^. The mechanism for the increased pro-thrombotic events was thought to be suppression of prostacyclin (PGI2), a vascular-protective prostaglandin^28^. For celecoxib, the PRECISION trial found no significant increased risk in myocardial infarction or stroke compared with ibuprofen or naproxen^35^. The lack of increased cardiovascular risk associated with celecoxib was also seen in large retrospective clinical studies^36,37^.

COX-2 inhibitors have not been studied extensively in SAH patients. In preclinical studies, NS398, a COX-2 inhibitor, was used as treatment in a mouse endovascular perforation SAH model and was found to be neuroprotective^38^. COX-2 has been shown to be involved in the development of vasospasm via increased expression of endothelin-1 and activation of the JAK-STAT signalling cascade (Janus kinase-Signal transducer and activator of transcription)^39–42^. Celecoxib treatment was shown to attenuate vasospasm in a preclinical SAH model^39^. Celecoxib is known to antagonize L-type calcium channels, which can cause vasodilation^43^. EP4 is a downstream receptor for PGE2, which is produced by COX-2, and its activation was found to provide neuroprotection and BBB stability, and its antagonism was found to provide the reverse effect in a rat endovascular perforation SAH model^44^. However, EP4 is only one of 4 receptors for PGE2 (EP1, EP2, EP3, EP4), with each receptor having context-dependent proinflammatory versus anti-inflammatory signaling^28^.

COX-2 inhibitors may have additional benefits in SAH, including sodium retention to counteract cerebral salt wasting, and increased blood pressure, which may be a beneficial treatment for delayed cerebral ischemia after the ruptured aneurysm has been secured. A retrospective analysis of the clinical trial CONSCIOUS-1 comparing clazosentan to placebo in patients with SAH found that NSAID treatment during hospital admission was associated with improved clinical outcomes and decreased mortality^32^. Unfortunately, only a small number of patients were administered COX-2 inhibitors, preventing any conclusions regarding specific NSAIDs.

Angiopoietins are vascular growth factors which include Angpt1, an important vascular maintenance regulator through its signalling via the Tie2 receptor, and Angpt2, a vascular disruptive factor due to its partial antagonism of Tie2 signalling^45^. In many inflammatory diseases, Angpt2 is upregulated^45^. Prior studies have shown that hypoxia may upregulate Angpt2 in a COX-2-dependent manner^46^. However, in our study, COX-2 inhibitors did not significantly attenuate upregulation of Angpt2 after SAH. There are likely alternative pathways that lead to Angpt2 upregulation aside from prostanoid signaling.

Our study has several limitations. Although the BEC isolation methods were optimized to provide maximal efficiency, we cannot exclude ex vivo effects on gene expression changes secondary to the isolation process itself. For example, ex vivo exposure to thrombin can upregulate COX-2 expression in endothelial cells^47^. Our study used BECs derived from the left cerebral hemisphere, which had maximal BBB disruption in our SAH model. There may, however, be heterogeneity of gene expression in BECs from different brain compartments. Our immunofluorescence experiments looked at Cox-2 protein expression in vascular structures but without specific colocalization with endothlelial markers. Therefore, it is possible that the increased Cox-2 protein expression may not be related to or exclusive to endothelial cells, but rather vascular smooth muscle cells, pericytes or perivascular macrophages. Although we have focused on endothelial-derived COX-2 signaling as a target after SAH, we have not excluded the potential beneficial effects of COX-2 antagonism in other cell types.

Future experiments could fully address the time-frame of BBB disruption in this prechiasmatic model of SAH including earlier and later time-points. Also, it would be interesting to see if temporal changes in BBB disruption correlate with endothelial Ptgs2/COX-2 expression. Further studies may examine the COX-2 downstream pathways including the expression and activity of mPGES-1, PGE2 and its respective receptors EP1-4.

In conclusion, we isolated BECs in an experimental SAH model and identified COX-2 as a potential therapeutic target. BBB impairment is part of the pathophysiology of several neurological diseases aside from SAH including ischaemic stroke, traumatic brain injury, multiple sclerosis, brain tumours, epilepsy, and neurodegenerative disorders such as Parkinson’s disease and Alzheimer’s disease. Our hypothesis-generating results from gene expression profiling of BECs may have relevance to these other neurological diseases. The selective COX-2 inhibitor celecoxib is clinically available and may be studied further as a potential treatment for SAH.

## Materials and methods

All protocols were approved by the Animal Care Committee at St. Michael’s Hospital, Toronto, ON, Canada. All experiments were performed in accordance with Animal Care Committee guidelines and regulations. Reporting of the results follow ARRIVE guidelines. Full details of materials and methods are described in the supplement.

### Animals

Tg(*Tie2*GFP)287Sato/J transgenic mice (Jackson Laboratory, Bar Harbor, ME) were used in the BBB assessment with cadaverine dye experiments and isolation of Tie2 + Pdgfrb- BECs. All other experiments used wild-type FVB/NJ mice (Jackson Laboratory, Bar Harbor, ME).

### Prechiasmatic injection SAH model

Details of the SAH model have been described^48^. Mice were placed under anaesthesia using inhaled isoflurane and then turned prone with the skull fixed in a stereotactic apparatus. A mid-line dorsal incision over the skull was created and a burr hole made 1 mm anterior to the olfactory sulcus and 1 mm to the left of midline. A 27-gauge needle was inserted through the burr hole at 37.5 degrees from the vertical plane down to the skull base, after which 80 microL of whole blood obtained from a littermate was injected. The sham procedure involved needle insertion without blood injection. After 2 min, the needle was removed and the incision closed. The mice were allowed to recover for 24 h to 48 h after the procedure.

### Neurobehavioural assessments

Mice were assessed on the Modified Garcia Score at 24 h and 48 h by 2 assessors in a blinded fashion^49^.

### Histological assessment of brain injury

Coronal slices of mouse brains 24 h after SAH or sham procedure were fixed and stained for fluoro-jade B (Histo-Chem Inc., Jefferson, AK) and caspase 3 (BD Pharmingen, San Diego, CA) to detect degenerated and apoptotic neurons respectively.

### Blood brain barrier assessment

Fluorescent cadaverine dye was administered via intraperitoneal injection 2 h prior to transcardiac perfusion. Microscopy was used to image whole brains and coronal brain slices.

### Brain endothelial cell isolation

Cell suspensions were created from left cerebral hemispheres via mechanical and enzymatic dissociation. Endothelial cells were then isolated by two protocols: (1) Tie2 + Pdgfrb- endothelial cells isolated by fluorescence-activated cell sorting (FACS), and (2) CD45–CD31 + endothelial cells by magnetic bead sorting (Supplementary Fig. S10). Purity and viability of cell suspensions were assessed by flow cytometry.

### RNA extraction and microarray analysis

RNA was extracted from endothelial cell suspensions using commercially available kits including RNeasy micro kit (Qiagen Inc., Venlo, Netherlands) and Arcturus PicoPure RNA isolation kit (Applied Biosystems, Foster City, CA). Isolated RNA was then spiked with 0.25 ng of exogenous luciferase plasmid (pSP-luc + NF cloning vector, U47123.2) and then underwent reverse transcription polymerase chain reaction. Isolated RNA from CD45–CD31 + BECs was amplified with Ovation Pico WTA System V2 (NuGEN, Redwood City, CA). Amplified RNA was then labeled with Encore Biotin Module (NuGEN, Redwood City, CA) and hybridized to Affymetrix Mouse Gene 2.0 ST Arrays (Affymetrix, Santa Clara, CA). Analysis was completed with R statistical software (R Foundation for Statistical Computing, R version 3.2.2). Gene set enrichment analysis (GSEA) with Gene Set Knowledgebase (“gskb”) was used to identify enriched pathways^50^. The dataset has also been deposited in NCBI’s Gene Expression Omnibus (GEO) and is accessible by accession number GSE155137 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155137).

### Celecoxib treatment

Celecoxib (10 mg/kg, Sigma-Aldrich Inc., St. Louis, MO) dissolved in 100 µL of 50:50 DMSO (dimethyl sulfoxide):normal saline was administered via intraperitoneal injection 30 min and 12 h after SAH or sham procedure. Vehicle consisted of 100 µL of 50:50 DMSO:normal saline solution.

### Statistics

Unless otherwise stated, data were presented as means ± standard errors. Comparisons between 2 groups were made using Student’s t test for parametric data and Mann–Whitney U test for non-parametric data. Comparisons between multiple groups were made using ANOVA with Holm-Sidak post hoc correction for parametric data and Kruskal–Wallis test for non-parametric data. Aside from the microarray analysis (R Foundation for Statistical Computing, R version 3.2.2), all statistical analyses were performed using Prism 8 (Graphpad Software, San Diego, CA).

### Conference presentation

Portions of this work have been presented at the following conferences: American Association of Neurological Surgeons (AANS) annual meeting in Chicago, IL (May 1, 2016); Canadian Neurological Sciences Federation (CNSF) annual congress in Quebec City, QC (June 22, 2016); and the International Stroke Conference (ISC) in Houston, TX (Feb 23, 2017). This results of this study have previously been published in the form of a PhD thesis at the University of Toronto.

## Supplementary Information

Supplementary Information 1.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

## Data Availability

The dataset generated from this study can be found in Supplementary Table S3. The dataset has also been deposited in NCBI’s Gene Expression Omnibus (GEO) and is accessible by accession number GSE155137 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155137).

# Supplementary material for: Gene expression profiling of brain endothelial cells after experimental subarachnoid haemorrhage
**Source:** Sci Rep. 2021 Apr 9;11:7818. doi: 10.1038/s41598-021-87301-z
**Supplement:** Supplementary file 1 — Supplementary Information 1.

Scientific Reports

Supplementary Information

Gene expression profiling of brain endothelial cells after experimental subarachnoid haemorrhage

Michael K. Tso,^1,2^ Paul Turgeon,^3^ Bert Bosche,^2,4, 5, 6^ Charles K Lee,^2^ Tian Nie,^2^ Josephine D’Abbondanza,^2^ Jinglu Ai,^2^ Philip A Marsden,^3^ R Loch Macdonald^2^

**Supplementary Methods**

**SAH model**. Mouse strains utilized included 12-week-old male FVB/NJ mice (Jackson Laboratory) and 12-15-month-old male and female Tg(*Tie2*GFP)287Sato/J mice (Jackson Laboratory). These latter mice have an FVB background but also express green fluorescent protein (GFP) driven by the endothelial cell specific *Tie2* promoter, allowing blood vessels to be visualized *in vivo*. A total of 110 FVB/NJ mice were used and 36 Tg(*Tie2*GFP)287Sato/J mice were used. Mice were housed up to 5 mice per cage with standard chow and water *ad libitum* and 12 h /12 h light/dark cycles. Mice were randomized to SAH or sham procedure. Anesthesia was induced with inhaled 3% isoflurane (Fresnius Kabi) with 1 L oxygen flow. Hair over the dorsal skull is shaved and prepped with 10% povidone-iodine topical solution (Laboratoire Atlas Inc.). Mice also receive subcutaneous injection of buprenorphine (0.2 mg/kg) and lubricating ophthalmic ointment (Refresh Lacri-Lube, Allergan) over the eyes. Mice were placed prone and skull fixated using a stereotactic frame. Using the prechiasmatic blood injection mouse model, which reliably creates a blood clot along the ventral brain surface and basal cisterns like what is seen in ruptured anterior circulation aneurysms.^1^ After a midline skin incision over the dorsal skull, a burr hole was created with a high-speed drill (WE243 rechargeable mini engraver 2, Wecheer Industrial Co., Ltd.) with a 1 mm round stainless steel bur (1RF 007, 330 104 001 001, Hager & Meisinger GmbH) 1 mm to the left of midline and 1 mm rostral to the fissure separating the olfactory bulbs and cerebral cortex, in order to avoid major sinus bleeding. Using a 27G Whitacre pencil point spinal needle (BD Medical) oriented at 37.5^o^ from the vertical plane, 80 µL of littermate arterial blood was injected over 45 sec. This transarterial blood was freshly obtained via transcardial puncture under intraperitoneal ketamine/xylazine anesthetic. After injection, the spinal needle was left in place for 2 min to allow the blood to clot and to minimize reflux through the burr hole. Upon removal of the spinal needle from the skull, bone wax (Ethicon) was used to plug the burr hole. Sham procedure involved burr hole creation and needle insertion without blood injection. Intraoperative cerebral blood flow (CBF) was measured by laser doppler flow meter (BLF 21, Transonic Systems Inc.) placed over the contralateral right parietal skull with measurements made 10 min prior to and post-SAH induction at 2-minute intervals. Mice were placed on a homeothermic blanket (Harvard Apparatus) with rectal probe in place and set to maintain 37 ^o^C. Postoperative subcutaneous buprenorphine (0.2 mg/kg) was administered twice daily. Weights were measured preoperatively and at 24 h and at 48 h, if applicable, after SAH/sham procedure.

**Neurobehavioural Assessment**. Global neurobehavioural assessments were performed at 24 h and 48 h after SAH/sham procedure using the Modified Garcia Score (MGS, maximum score 18 indicative of normal behavior) performed by 2 blinded observers.^2^ As a measure of activity level, the time to touch 3 separate walls with 2 paws simultaneously was recorded for up to 5 min (the first component of the MGS). If the mouse failed to touch 3 separate walls, then a time of 5 min was recorded. For comparison between 2 groups, the non-parametric Mann-Whitney U test was used. For comparison between more than 2 groups, the non-parametric Kruskal-Wallis test was used.

**Celecoxib Treatments**. Mice received intraperitoneal injections of celecoxib (PZ0008, Sigma-Aldrich Inc.) at a dose of 10 mg/kg, dissolved in a 100 μL volume of 1:1 dimethyl sulfoxide (DMSO) : normal saline (NS). Dosing is equivalent to adult human dose of 100 mg twice daily, based on body surface area dosing conversion.^3^ Doses of celecoxib or vehicle were administered 30 min and 12 h after SAH/sham induction. Vehicle injection consisted of 100 μL of 1:1 DMSO : NS. These injections were not blinded.

**BBB permeability assay**. BBB permeability studies were performed in 12-15 month old, male and female Tg(*Tie2*GFP)287Sato/J mice (SAH 24 h/48 h vs. Sham 24 h/48 h, *n* = 4 per group) and 12 week old male FVB/NJ mice (SAH +/- vehicle/celecoxib vs. sham +/- vehicle/celecoxib, *n* = 3 per group). Mice were administered intraperitoneal injections of cadaverine conjugated to Alexa Fluor 555 (250 μg / 25 g mouse, dissolved in 100 μL sterile phosphate-buffered saline (PBS), A30677, Life Technologies Inc) 2 h prior to transcardial perfusion. Cadaverine is the decarboxylation product of the amino acid lysine, typically present in decaying tissue but also present in small amounts in live animals.^4^ The conjugated dye is a water-soluble tracer with molecular weight of approximately 950 Da. Transcardial perfusion was performed after induction of general anesthesia with intraperitoneal ketamine hydrochloride (200mg/kg) and xylazine hydrochloride (20 mg/kg). The descending aorta was clamped prior to left ventricular puncture with a 23G needle. Subsequently, the right atrium was punctured. Perfusion was performed with a pressurized tubular system with the sphygmomanometer set to maintain 100mmHg. Brains were extracted and placed in ice-cold PBS. The right kidney was also extracted, to assess the degree of systemic absorbance of the cadaverine dye. Successful absorbance of the cadaverine dye was also confirmed by the urine demonstrating a bright pink colour. Whole brains and kidneys were imaged with a Leica DFC365FX camera (Leica Microsystems Inc.) mounted to a Leica M205FA upright fluorescent microscope (Leica Microsystems Inc.) with GFP and mCherry filter cubes. Brains were imaged in the ventral, dorsal, left lateral, and right lateral positions under the same exposure time, gain and intensity settings. Brains were then fixed in 4% paraformaldehyde (PFA) at 4 ^o^C for 6 h followed by coronal sectioning at 50 µm thickness using the Leica VT1200S vibratome (Leica Microsystems Inc.). These coronal slices were placed on microscope slides and the nuclei were stained with DAPI (4’,6-diamidino-2-phenylindole, Sigma-Aldrich) for 15 min followed by several washes. Aqueous-based CC/mount (Sigma-Aldrich) was added to the specimen slides and then cover-slipped. Confocal images of left and right sides of coronal sections were taken using the Zeiss LSM700 confocal microscope (Carl Zeiss Canada LTD.) in the ventral medial, ventral lateral, lateral, and dorsal regions under the same exposure time, gain and power settings. For quantification, whole brain ventral images were analyzed with Image J (NIH). Coronal slices were quantified using the triangle algorithm for auto-thresholding and “analyze particle” function from Image J for identifying positive cells.

**Brain endothelial cell isolation protocol #1: AutoMACS Method (Supplementary Fig. S10)**. Twelve week old male FVB mice (*n* = 4 per group for microarray studies, *n* = 3 per group for celecoxib studies) were anesthetized with intraperitoneal ketamine hydrochloride (200 mg/kg) and xylazine hydrochloride (20 mg/kg) and subsequently transcardially perfused with ice-cold sterile PBS (14190-144, gibco by Life Technologies) for 2 min, similar to the perfusions for the cadaverine-based studies described above. Brains were extracted and placed in a petri dish with ice-cold sterile PBS. The cerebellum and brainstem/diencephalon were removed by sharp dissection. The cerebral hemispheres were sharply separated. Because the majority of cadaverine leakage occurred in the left ventral region, only the left cerebral hemisphere was utilized for the brain endothelial cell (BEC) isolation protocol to maximize the signal magnitude. The meninges of the left cerebral hemisphere were dissected off and the brain tissue was gently rolled on sterile filter paper to remove pial vessels from the dorsal brain surface, and Circle of Willis arteries and subarachnoid blood clot from the basal surface. The purpose of these maneuvers is to minimize inclusion of endothelial cells from the arteries and larger arterioles and to minimize *ex vivo* activation of isolated endothelial cells by the subarachnoid blood clot. The left cerebral hemisphere was reproducibly dissociated by a combination of mechanical means with the brain dissociation protocol from the gentleMACS system using C-tubes (130-093-237, Miltenyi Biotec) and by enzymatic means with the papain-based Neural Tissue Dissociation Kit (130-092-628, Miltenyi Biotec). Because our cell surface marker of interest, Pecam1/CD31, is somewhat sensitive to papain enzymatic digestion, we utilized 10% of the usual volume of stock papain enzyme (5 μL instead of 50 μL). The left cerebral hemisphere was dissociated in 2 mL volume of buffer containing 0.067 mM of β-mercaptoethanol (M6250, Sigma-Aldrich) and enzyme mix as per the instruction manual. After a series of incubation and mechanical dissociation steps, the suspension was then passed through a 70 μm nylon cell strainer (352350, Falcon), washed with sterile Hank’s Balanced Salt Solution without calcium or magnesium (HBSS-/-, 14175-095, gibco by Life Technologies), and centrifuged at 300 g for 10 min. The supernatant was discarded, and pellet was resuspended with 1,800 μL of buffer containing HBSS-/- and 0.5% bovine serum albumin (BSA, 30% stock solution, A9576, Sigma-Aldrich). All subsequent steps utilized the HBSS-/- with 0.5% BSA as buffer. The brain suspension was incubated with 200 μL of myelin removal beads II for 15 min (IgM mouse anti-mouse, 130-096-733, Miltenyi Biotec). After another wash and centrifugation at 300 g for 10 min, the pellet was resuspended with 2 mL of buffer and transferred to 5 mL polypropylene round-bottom tubes (352063, Falcon). Using the “deplete” protocol from the autoMACS Pro Separator (130-092-545, Miltenyi Biotec) and fresh pack of autoMACS separation columns (130-021-101, Miltenyi Biotec), the brain suspension was depleted of myelin, creating a 4mL output of “Total Cell Suspension.” For all autoMACS magnetic sorting, we utilized the autoMACS Running Buffer which contains BSA (130-091-221, Miltenyi Biotec). This suspension was centrifuged at 300 g for 10 min. After supernatant removal, the cell pellet was resuspended with 85 μL of buffer and 5 μL of Fc receptor blocker (CD16/32, IgG rat anti-mouse, 553141, BD Pharmingen) for 5 min, followed by incubation with 10 μL of CD45 (leukocyte marker) microbeads (IgG2b rat anti-mouse, 130-052-301, Miltenyi Biotec) for 15 min. After a wash and centrifugation at 300 g for 5 min, the cell pellet was resuspended with 500 μL of buffer. Using the “depleteS” protocol from the autoMACS Pro Separator, the total cell suspension was depleted of CD45, creating 2.5 mL output of CD45- cell suspension. A CD45 depletion step was essential as leukocytes also express CD31 which could confound results. This suspension was centrifuged at 300 g for 10 min and supernatant was removed. The cell pellet was resuspended with 80 μL of buffer and incubation with 20 μL of CD31/Pecam1 (Platelet-endothelial cell adhesion molecule 1, endothelial marker) microbeads (IgG2a rat anti-mouse, 130-097-418, Miltenyi Biotec) for 15 min. After a wash and centrifugation at 300 g for 5 min, the cell pellet was resuspended with 500 μL of buffer. Using the “posseld” protocol from the autoMACS Pro Separator which utilizes 2 magnetic columns and creates a small elution volume ideal for antigen expression of less than 5% of cells, the CD45- cell suspension was enriched for CD31, creating 500 μL output of CD45-CD31+ cells or “Endothelial Cell Suspension.” The negative fraction CD45-CD31- cell suspension was also collected or “Parenchymal Cell Suspension.” Quality control included assessment of cell viability by uptake of intracellular dye propidium iodide (PI, 1:1,000, P4864, Sigma-Aldrich) on flow cytometry (MACSQuant, Miltenyi Biotec). Endothelial cell suspension (CD45-CD31+) purity was assessed by flow cytometry using conjugated antibodies (Rat anti-mouse CD31-FITC, 553372, BD Pharmingen; Rat anti-mouse CD45-APC, 17-0451-82, eBioscience) and their respective rat isotype controls (IgG2a-FITC, 553929, BD Pharmingen; IgG2a-APC, 553932, BD Pharmingen). Typical viability was > 80% and CD45-CD31+ purity > 90%. All buffers (HBSS-/-, HBSS-/- with 0.5% BSA) were kept on ice, equilibrated with oxygen probes (95% O_2_, 5% CO_2_) and pH adjusted to 7.4. All steps after enzymatic digestion were performed at 4 ^o^C. Two independent biological samples were processed simultaneously per day (typically one SAH left hemisphere and one Sham left hemisphere), and the order of processing alternated by day (e.g. SAH followed by Sham one day, Sham followed by SAH the next day, etc.). Time from transcardial perfusion to placement in RLT extraction buffer was typically 3.5 h.

*RNA Extraction*. Endothelial cell suspension derived from the autoMACS isolation protocol (CD45-CD31+ cells), as well as the total cell and parenchymal cell suspensions, was centrifuged for 5 min at 300 g at 4 ^o^C. The supernatant was carefully aspirated followed by addition of 75 μL of RLT extraction buffer (Qiagen Inc) containing 1% β-mercaptoethanol. Addition of 0.025 ng of luciferase mRNA plasmid (pSP-luc+NF cloning vector, U47123.2) in a 10 μL volume was performed for determining first strand synthesis and amplification efficiencies of each sample. Samples were then transferred to a QIAshredder spin column (79654, Qiagen Inc) and centrifuged at 25,000 g for 2 min to ensure complete cell lysis. Total RNA was extracted using the RNeasy micro kit (74004, Qiagen Inc) as per the provided instructions manual. On-column DNase I was utilized (10 μL reconstituted stock DNase I, 70 μL RDD buffer, 79254, Qiagen Inc). For RNA elution, 15 μL volume of RNase-free water was utilized. RNA quantity and quality were assessed using Nanodrop 2000 (Thermo Scientific) and Agilent 2100 Bioanalyzer with the RNA 6000 Pico Reagents Part I Series II (Agilent Technologies). Remaining RNA samples were stored at -80 ^o^C until further downstream gene expression assays. Typical RNA concentrations were 0.5-2 ng/μL with RNA integrity number (RIN) > 7.0.

**Brain endothelial cell isolation protocol #2: FACS Method (Supplementary Fig. S10)**. An alternative strategy of fluorescent-activated cell sorting (FACS protocol) was utilized in 12-15-month-old male Tg(Tie2GFP)287Sato/J mice (*n* = 4 per group) to isolate BECs with significant modifications to a previously reported isolation strategy [Daneman 2010]. Brain extraction and dissociation steps utilized the papain-based neural tissue dissociation kit and gentleMACS systems, like the autoMACS method described above. However, in this protocol, the full 50 µL volume of papain was used. Magnetic-based myelin depletion using the autoMACS Pro Separator was utilized like above, creating 4 mL output of “Total Cell Suspension.” We incubated this cell suspension with *Pdgfrb* (Platelet-derived growth factor receptor beta, a pericyte marker) antibodies conjugated to the fluorescent dye allophycocyanin (APC) (1:1,000, A18383, molecular probes by Life Technologies) for 10 min at 4 ^o^C. PI (1:1,000) was added and cells were sorted by FACS with BD FACSAria III Cell Sorter (BD Biosciences) at 4 ^o^C. Non-fluorescent FVB mouse brain homogenates were used to gate for GFP^+^ cells. Total cell suspension derived from Tg(Tie2GFP)287Sato/J mice but not stained with Pdgfrb-APC was used to gate for APC^+^ cells. Gating parameters were selected for live single cells that were GFP^+^ and APC^-^ (Tie2^+^Pdgfrb^-^), which were sorted into 200 µL of HBSS-/- with 0.5% BSA and 10% 0.5 M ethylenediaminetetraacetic acid (EDTA). For BEC purity assessment, a small aliquot of cell suspension underwent a second confirmatory sort. FACS time was typically 1 h. Time from transcardial perfusion to placement in RNA extraction buffer was typically 3 h. Only a single biological replicate was processed per day. FACS analysis performed with BD FACSDiva Software Version 8.0.1 (BD Biosciences).

*RNA Extraction*. Total RNA from BECs derived from the FACS method (Tie2+Pdgfrb-) was extracted using the Arcturus PicoPure RNA isolation kit (KIT0204, Applied Biosystems). After obtaining FACS-derived Tie2+Pdgfrb- cells, the cell suspension was centrifuged at 1,000 g for 10 min at 4 ^o^C. The supernatant was carefully removed followed by addition of 100 µL of RNA extraction buffer containing 1% β-mercaptoethanol. This mixture was incubated at 42 ^o^C for 30 min with gentle agitation. RNA extraction was performed according to the instruction manual of the Arcturus PicoPure RNA isolation kit. On-column DNase was added (10 µL of DNase stock, 30 μL of RDD buffer per sample). For RNA elution, 11.5 μL of elution buffer was utilized. RNA quantity and quality were assessed using Nanodrop 2000 and Agilent 2100 Bioanalyzer like above. Remaining RNA samples were stored at -80^o^C until further downstream gene expression assays. Typical RNA concentrations were 0.5-1 ng/μL. However, the RINs from FACS-derived BECs were generally poor (range 2.0-7.0) compared to RNA from autoMACS-derived BECs. Hence, only the RNA from autoMACS-derived BECs (CD45-CD31+ cells) were utilized for amplification and microarray analysis.

**Microarray**. Equal quantities of extracted RNA derived from CD45-CD31+ endothelial cells (*n* = 4 per group, with each sample being a single unique biological replicate without pooling) were amplified using the Ovation Pico WTA System V2 (NuGEN), which utilizes unique RNA-DNA hybrid oligo-dT and random hexamer primers for linear amplification. We used 4 biological replicates per group as that was a reasonable minimum sample size to obtain potential differences in gene expression. Subsequently, 5.0 μg of cDNA was fragmented and labeled using the Encore Biotin Module (NuGEN) and hybridized to Affymetrix Mouse Gene 2.0 ST Arrays for 18 h at 45 ^o^C at 60 revolutions per minute (RPM). This microarray platform utilizes about 21 perfect-match oligo-probes for each of 41,345 probe-sets representing 35,240 RefSeq transcripts including 26,191 well-established protein-coding genes and 3,391 well-established non-coding genes, which includes approximately 2000 long non-coding RNAs (lncRNAs). 

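Gene names were taken from the annotation of this platform. It pairs 25335 of the 41345 probe sets with at least 1 gene symbol, 23521 of them with a single symbol and 1814 with several. The single symbols stand for 22180 genes, of which Ptgs2 and Angpt2 have 1 probe set each and Alpl and Slc2a1 have 2. Of the probe sets with a single symbol, 23328 carry a gene identifier that is also in the RefSeq annotation of GRCm38.p6, and 0 of these have another current symbol there. The remaining 16010 probe sets are unnamed here. No gene was named from a probe set with several symbols.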

Arrays were then washed using GeneChip Fluidics Station P450 and scanned with Affymetrix GeneChip Scanner 7G. Hybridization controls were similar across all arrays. Microarray hybridizations were performed with the assistance of the Princess Margaret Genomics Centre (PMGC, Toronto, Canada, www.pmgenomics.ca). Microarray raw intensity values were normalized using the robust multi-array average (RMA) algorithm with R statistical software (R Foundation for Statistical Computing, R version 3.2.2), with the “oligo” package derived from Bioconductor version 3.2.^5^ Clustering of sample groups were determined using unsupervised hierarchical clustering, Pearson’s correlation and principal-component analysis (PCA). 

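With the t-test of these methods applied to the log2 values, 3211 of 25335 probe sets had an unadjusted p under 0.05, and 86 probe sets of 81 genes passed after Benjamini-Hochberg adjustment. The moderated test of limma had 3575 probe sets at an unadjusted p under 0.05 and 807 after adjustment. Of the 81 genes, 79 were also called by limma, such as Saa3 and Tnfsf8. Ptgs2 did not pass with the methods' t-test as run here (adjusted p = 0.165, log2 change 2.76). Supplementary Table S1 lists 707 genes, where the t-test run here called 81. Ptgs2 is among the 707, with an adjusted p of 0.0460 from the paper's test. A version of the t-test that allows unequal variances passed 12 probe sets. In simulated arrays with the same number of animals, the methods' t-test called 32.8% of probe sets changed by 1 on the log2 scale, where limma called 85.1%. The simulated spread was drawn from limma's own fit, which favours limma in this comparison. With 200 changed probe sets planted, the methods' t-test made 89 calls in all and limma 143. The simulation therefore does not account for the gap between 86 and 807 probe sets. The spread of a probe set is estimated from its own 8 values in the methods' t-test, whereas limma also draws on the spread of the other probe sets, with a weight of 5.22 degrees of freedom.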

Differentially expressed genes (SAH vs. Sham) were identified using independent 2-tailed t-tests with multiple testing correction via the Benjamini-Hochberg false discovery rate (FDR) method (significance level of 0.05).^6^ Heatmaps were generated using the “gplots” package. Volcano plot was generated using the “plot” function and “calibrate” package. PCA plot was generated using the GeneSpring v13.1 software. Gene Set Enrichment Analysis (GSEA) was used to identify pathways relevant to the patterns of gene expression observed.^7^ Mouse-specific gene pathways were interrogated using the “gskb” (Gene Set Knowledgebase) package, which contains 33,261 gene sets from 40 sources involving gene ontology (GO), chromosome location, metabolic pathways, curated pathways, and target genes of transcription factors. 

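Supplementary Table S1 gives for each gene a raw and a normalized intensity of the 8 arrays, a fold change and a p-value before and after correction. Of its 707 genes, 588 have a probe set with a single symbol in the annotation, and 493 of these were changed at an adjusted p under 0.05 from limma. All 588 had the same direction of change, and 587 had an unadjusted p under 0.05. Pecam1, Abcb1a, F11r and Slco1c1 are examples of genes in the table that limma did not call. The table's raw intensities exceeded those computed from the deposited log2 values by a median of 15.6, and by 15.4 to 15.8 in each array. Such an addition brings the fold changes of dim probe sets closer to 1. For Saa3 the table's fold change is 25.3, where the deposited values give 47.5-fold, and for Mfsd2a, a brighter probe set, the deposited values give a ratio of 60.9% of sham. Each column of raw intensities correlated on the log2 scale most closely with the deposited array of the same label (Pearson's r from 0.977 to 0.980 across genes, which are not independent, against at most 0.968 with any other array). The remaining 119 genes of the table were not analysed here.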

See Supplementary Table S1 for list of significantly upregulated and downregulated after experimental SAH. See Supplementary Table S2 for the full gene-probe set data from microarray.

The dataset has also been deposited in NCBI’s Gene Expression Omnibus (GEO) and is accessible by accession number GSE155137 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155137>).

**RT-PCR Validations**. Microarray results were validated by real-time polymerase chain reaction (RT-PCR) using amplified cDNA samples derived from CD45-CD31+ cells. Unamplified total RNA derived from CD45-CD31+ and Tie2+Pdgfrb- was converted to cDNA using Superscript III First-Strand Synthesis SuperMix for qRT-PCR (11762050, Invitrogen by Life Technologies). Primers were designed using Oligo Primer Analysis Software version 7 (Molecular Biology Insights, Inc.). Primers were obtained from IDT (Integrated DNA Technologies) for the following genes: luciferase (pSP-luc+NF cloning vector), *Actb* (β-actin), *Ppia* (Cyclophilin A), *Ptgs1* (Cox1), *Ptgs2* (Cox2), *Angpt1*, *Angpt2*, *Tie2*, *Vegfr2*, *Mfsd2a*, *Pecam1* (CD31), *Cdh5* (VE-Cad), *Vcam1*, and *Klf2*. Equal amounts of cDNA underwent RT-PCR with technical triplicates with SYBR Green PCR master mix (4309155, Applied Biosystems) and ABI Prism 7900 Real-Time PCR System (Applied Biosystems), undergoing 40 cycles of 15 s at 95 ^o^C followed by 1 min at 60 ^o^C. Relative mRNA expression was determined using ΔΔCt method with the sham sample as the experimental control and β-actin as house-keeping gene [Schmittgen 2008]. First-strand synthesis efficiency was determined by dividing the measured absolute copy numbers of luciferase plasmid using a standard curve from RT-PCR with the known quantity of luciferase plasmid added at time of RNA extraction. Similarly, amplification efficiency was determined by dividing the measured absolute copy numbers of luciferase plasmid from amplified CD45-CD31+ cDNA with the absolute copy numbers of luciferase plasmid from unamplified CD45-CD31+ cDNA. See Supplementary Table S3 for list of RT-PCR primers used.

**Immunofluorescence**. Mice were transcardially perfused with PBS for 2 min followed by 4% PFA for 5 min at a constant pressure of 100mmHg. Brains were extracts and fixed in 4% PFA at 4 ^o^C for 24 h. A coronal cut was made 4mm from the anterior pole. Brain tissue were then sequentially dehydrated using the Leica TP 1020 Automatic Tissue Processor (Leica) followed by paraffin embedding. Coronal slices 5µm thick were created using a microtome. For immunofluorescence histology, slides with coronal brain slices were gradually rehydrated, followed by heat-mediated antigen retrieval. Specimens were then blocked with 10% goat serum. Primary antibodies were incubated for 1 hour at room temperature or overnight at 4 ^o^C. After washes, secondary antibodies were incubated for 1 hour at room temperature. After more washes, specimens were incubated with DAPI for 15 min, followed by more washes, and mounting with aqueous media and glass coverslip. Images were taken using the Olympus inverted fluorescent microscope and Zeiss confocal microscope. Primary antibodies: rabbit anti-mouse Cox2 (Abcam, 1:200), mouse anti-mouse NeuN (Millipore, 1:400, neuronal marker), rabbit anti-mouse caspase3 (BD Pharmingen, 1:300). Secondary antibodies: goat anti-rabbit Alexa Fluor 568 (Life Technologies), goat anti-mouse Alexa Fluor 488 (Life Technologies). Image processing included using the triangle algorithm for auto thresholding and the “analyze particles” function on Image J.

**Fluoro-jade B staining.** Paraffin-embedded coronal slices were gradually deparaffinized and rehydrated. Microscope slides were placed in 0.06% KMnO_4_ (Sigma-Aldrich) for 8 min and then rinsed multiple times with deionized water. Microscope slides were then placed in 0.001% fluoro-jade B solution (Histo-Chem Inc., Jefferson, Arkansas) for 30 min. Slides were then washed, dried, and placed in xylene prior to being cover-slipped with non-aqueous DPX mounting medium (Sigma-Aldrich). Images were taken using the Olympus inverted fluorescent microscope. Image processing included using the triangle algorithm for auto thresholding and the “analyze particles” function on Image J.

**Enzyme-linked immunosorbent assay (ELISA)**. Whole blood samples were obtained from mice via cardiac puncture at the time of transcardial perfusion. Serum samples were obtained by allowing whole blood samples to clot at room temperature for 2 hours, followed by centrifugation at 2,000 g x 20 min, and storage of the supernatant at -20 ^o^C until the time of usage. Mouse brain tissue was extracted at the time of transcardial perfusion, snap frozen in liquid nitrogen and stored at -80degC until the time of homogenization. Brain tissue was homogenized in 1 mL of sterile phosphate-buffered saline and centrifuged at 5,000 g x 5 min, with the supernatant subsequently transferred to a separate tube and stored at -20 ^o^C until the time of usage. Brain tissue homogenates and serum samples were assessed using commercially-available ELISA kits for Tie2 (Mouse Tie-2 Quantikine ELISA kit, MTE200, R&D Systems), Angpt1 (Mouse Angiopoietin-1 ELISA kit, LS-F13065, LSBio Inc), and Angpt2 (Mouse/rat Angiopoietin-2 Quantikine ELISA kit, MANG20, R&D Systems). Serum samples were diluted 2-fold, 40-fold, and 40-fold for the Tie2, Angpt1, and Angpt2 ELISA experiments, respectively. Brain homogenates were diluted 2-fold, 1-fold, and 10-fold for the Tie2, Angpt1, and Angpt2 ELISA experiments, respectively. Absorbance values were detected by spectrophotometer (SpectraMax M5e, Molecular Devices, Sunnyvale, CA) and analyzed with SoftMax Pro 5 (Molecular Devices, Sunnyvale, CA).

**Supplementary Figures**

**
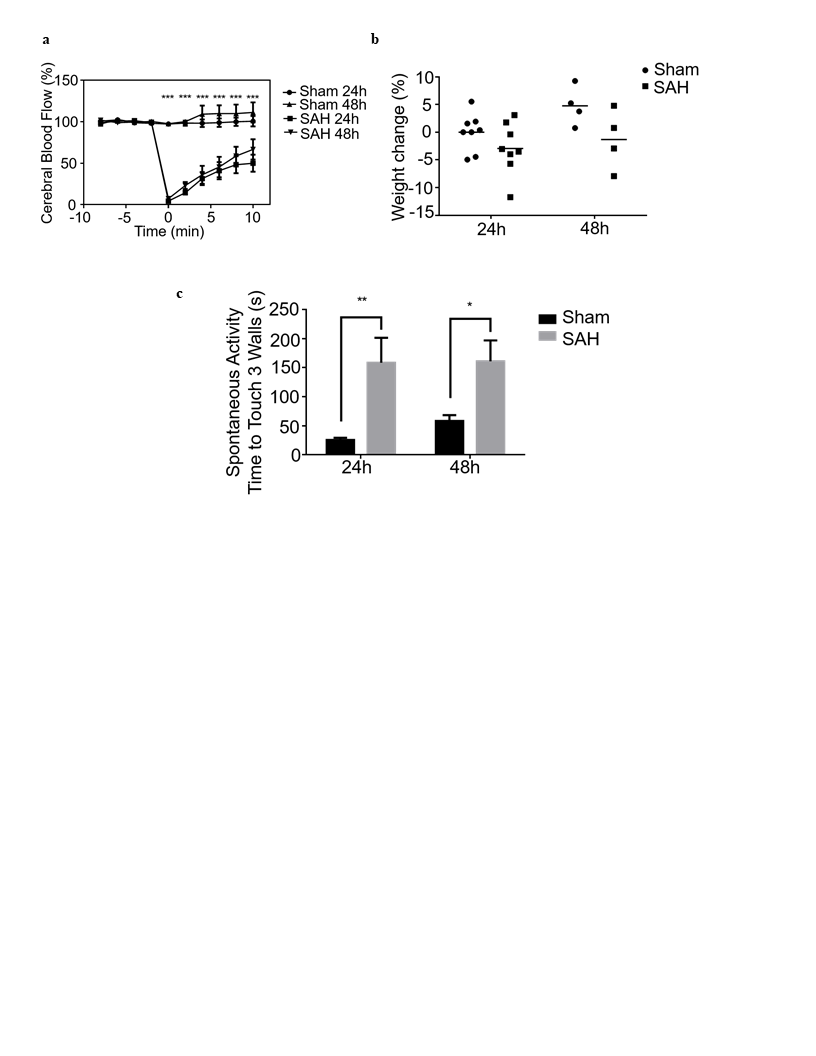
**

**Supplementary Figure S1.** **Experimental SAH model.** (**a**) Perioperative cerebral blood flow (CBF) measurements over time with SAH induction (or insertion of needle without injection of blood in sham procedure) occurring at time 0. (**b**) Percent weight change 24 h and 48 h after SAH or sham procedure (**c**) Spontaneous activity assessment 24 h and 48h h after SAH or sham procedure. *n* = 4 per group. Data presented as means ± SEM (Standard error of the mean). Two-way ANOVA with Holm-Sidak *post hoc* correction (CBF). Kruskal-Wallis test (Weight change, spontaneous activity). **p* < 0.05, ***p* < 0.01, ****p* < 0.001 (relative to Sham 24 h or Sham 48 h).

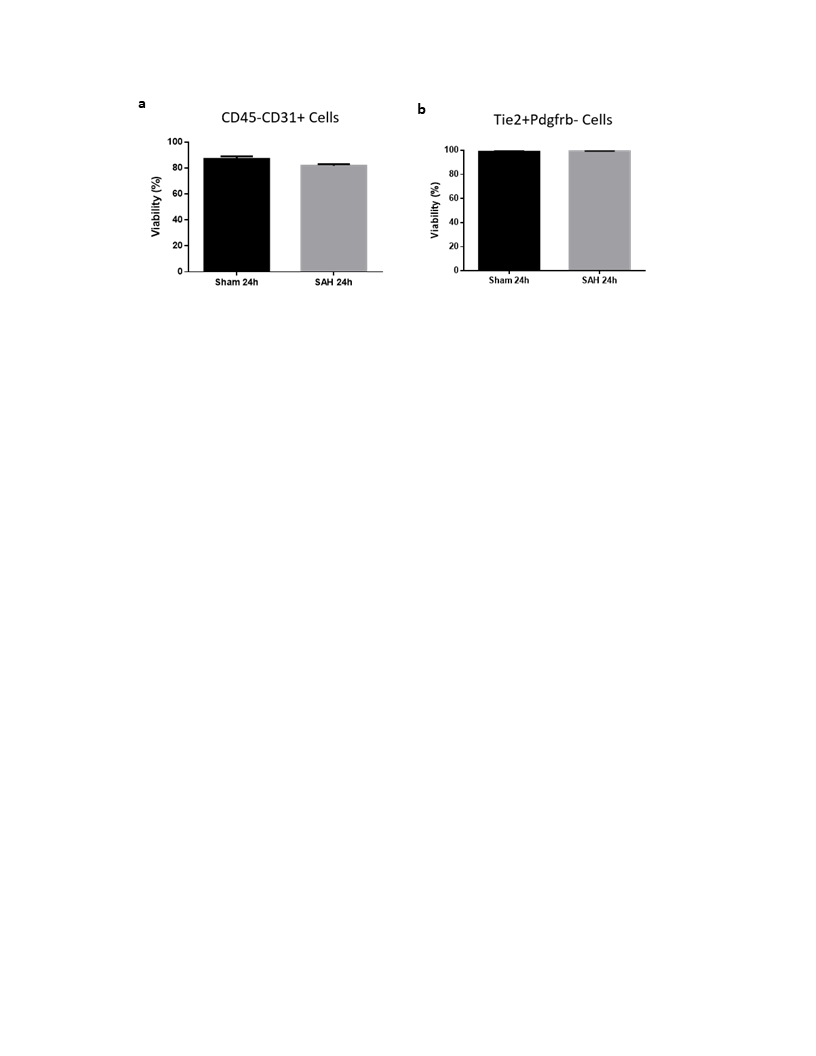

**Supplementary Figure S2. Viability of isolated brain endothelial cells**. (**a**) Viability of CD45-CD31+ endothelial cells 24 h after SAH or sham procedure. (**b**) Viability of Tie2+Pdgfrb- endothelial cells 24 h after SAH or sham procedure. Data presented as means ± SEM.

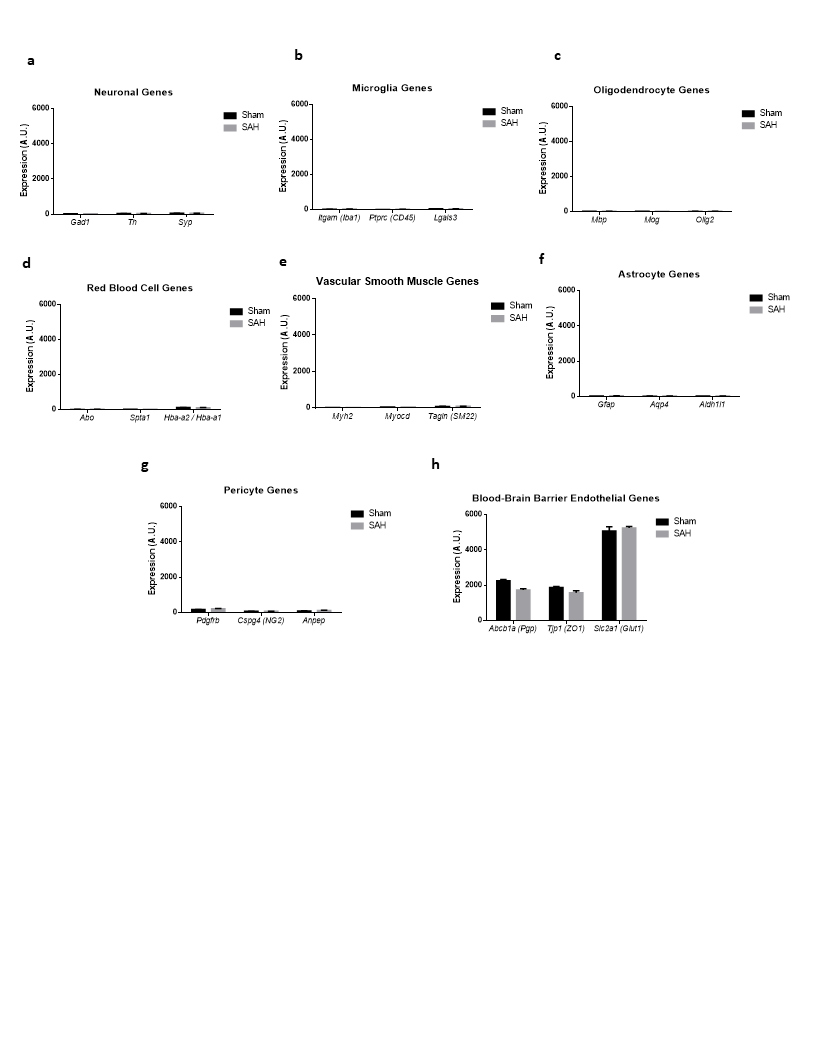

**Supplementary Figure S3. Expression levels of genes characteristic of different cell types**. **(a-h)** Expression levels based on microarray intensity values characteristic of different cell types including neurons, microglia, oligodendrocytes, red blood cells, vascular smooth muscle cells, astrocytes, pericytes, and blood brain barrier endothelial cells. *n* = 4 per group. Data presented as means ± SEM. Abbreviations: *Abo*: Transferase A, alpha 1-3-N-acetylgalactosaminyltransferase, transferase B, alpha 1-3-galactosyltransferase; *Aldh1l1*: Aldehyde dehydrogenase 1 family, member L1; *Anpep*: Alanyl (membrane) aminopeptidase; *Aqp4*: Aquaporin 4; *Cspg4*/NG-2: Chondroitin sulfate proteoglycan 4; *Gad1*: Glutamate decarboxylase 1; *Gfap*: Glial fibrillary acidic protein; *Hba-a2/Hba-a1*: Hemoglobin alpha, adult chain 1 / hemoglobin alpha, adult chain 2; *Itgam*/Iba1: Integrin alpha M; *Lgals3*/Galectin3: Lectin, galactose binding, soluble 3; *Mbp*: Myelin basic protein; *Mog*: Myelin oligodendrocyte glycoprotein; *Myh2*: Myosin, heavy polypeptide 2; *Myocd*: Myocardin; *Olig2*: Oligodendrocyte transcription factor 2; *Pdgfrb*: Platelet derived growth factor receptor, beta polypeptide; *Pecam1*/CD31: Platelet/endothelial cell adhesion molecule 1; *Ptprc*/CD45: Protein tyrosine phosphatase, receptor type, C; *Spta1*: Spectrin alpha, erythrocytic 1; *Syp*: Synaptophysin; *Tagln3*/SM22: Transgelin 3; *Tek*/*Tie2*: Tunica intima endothelial kinase 2; *Th*: Tyrosine hydroxylase; *Tjp1*/ZO-1: Tight junction protein 1 / Zonula occludens 1.

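Of the neuronal genes of this figure, Gad1, Syp and Th had log2 changes of 0.21, 0.03 and 0.06 after SAH, and none passed (adjusted p from 0.634 to 0.954 from limma). Of the microglial genes, Itgam had a log2 change of 0.49 (SE 0.18, adjusted p = 0.223 from limma) and Lgals3 one of 0.20 (SE 0.13, adjusted p = 0.559). Mbp, Mog and Olig2 of oligodendrocytes had log2 changes of -0.14, -0.09 and 0.04, the red blood cell gene Abo had one of 0.02, and none passed. The astrocyte gene Gfap went from 4.41 ± 0.12 (SD, n = 4) in sham animals to 4.96 ± 0.32 (SD, n = 4) after SAH, a log2 change of 0.55 (SE 0.15) that did not pass (adjusted p = 0.0907 from limma). Aqp4 and Aldh1l1, likewise of astrocytes, had log2 changes of 0.06 and -0.10, and neither passed. The pericyte genes Pdgfrb, Anpep and Cspg4 had log2 changes of 0.33, 0.26 and -0.08, and Myh2, Myocd and Tagln3 had 0.12, -0.06 and -0.11, none past the threshold. The array values are RMA intensities on the log2 scale, which carry no zero point at which a gene is absent, so low levels of different genes were not ranked.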

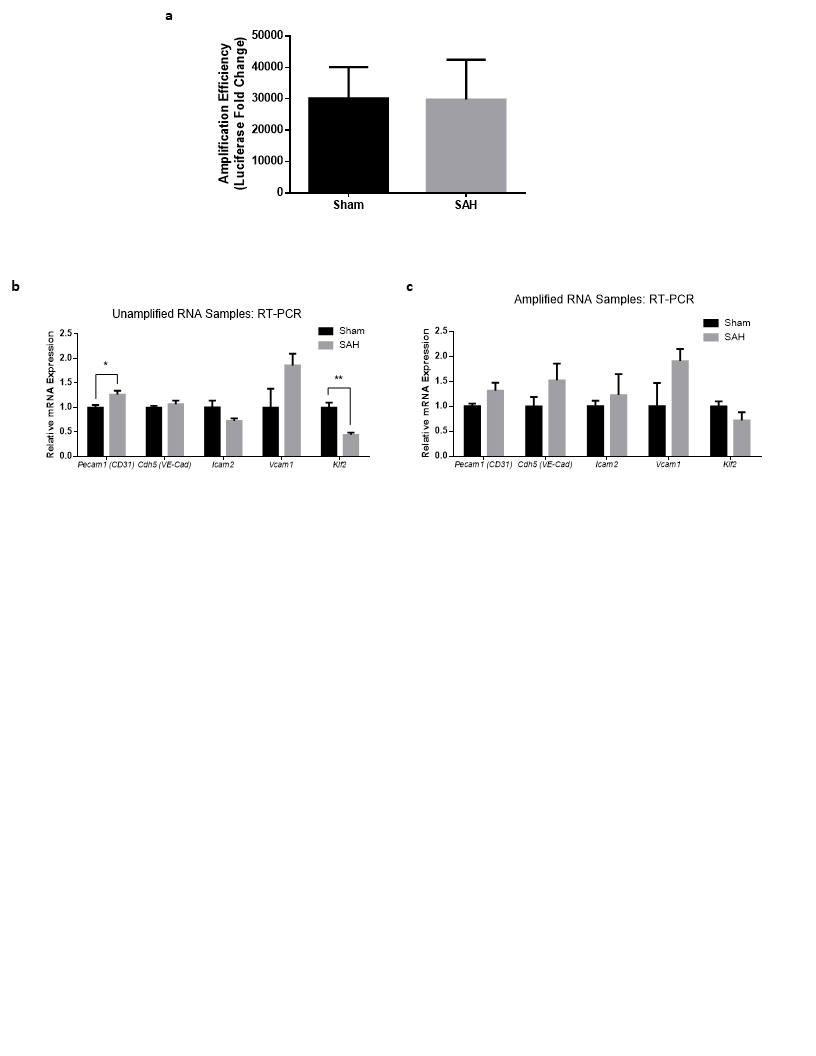

**Supplementary Figure S4. Amplification of RNA**. (**a**) Amplification efficiencies 24h after SAH or sham procedure based upon fold change in luciferase transcript level measurement. (**b-c**) Expression level of CD45-CD31+ endothelial genes before and after RNA amplification in CD45-CD31+ endothelial cells. *n* = 4 per group. Data presented as means ± SEM. *t*-test, **p* < 0.05, ***p* < 0.01. Abbreviations: *Cdh5*/VE-Cad: Cadherin 5 / Vascular-endothelial cadherin; *Icam2*: Intercellular adhesion molecule 2; *Klf2*: Kruppel-like factor 2; *Pecam1*/CD31: Platelet-endothelial cell adhesion molecule 1; *Vcam1*: Vascular cell adhesion molecule 1.

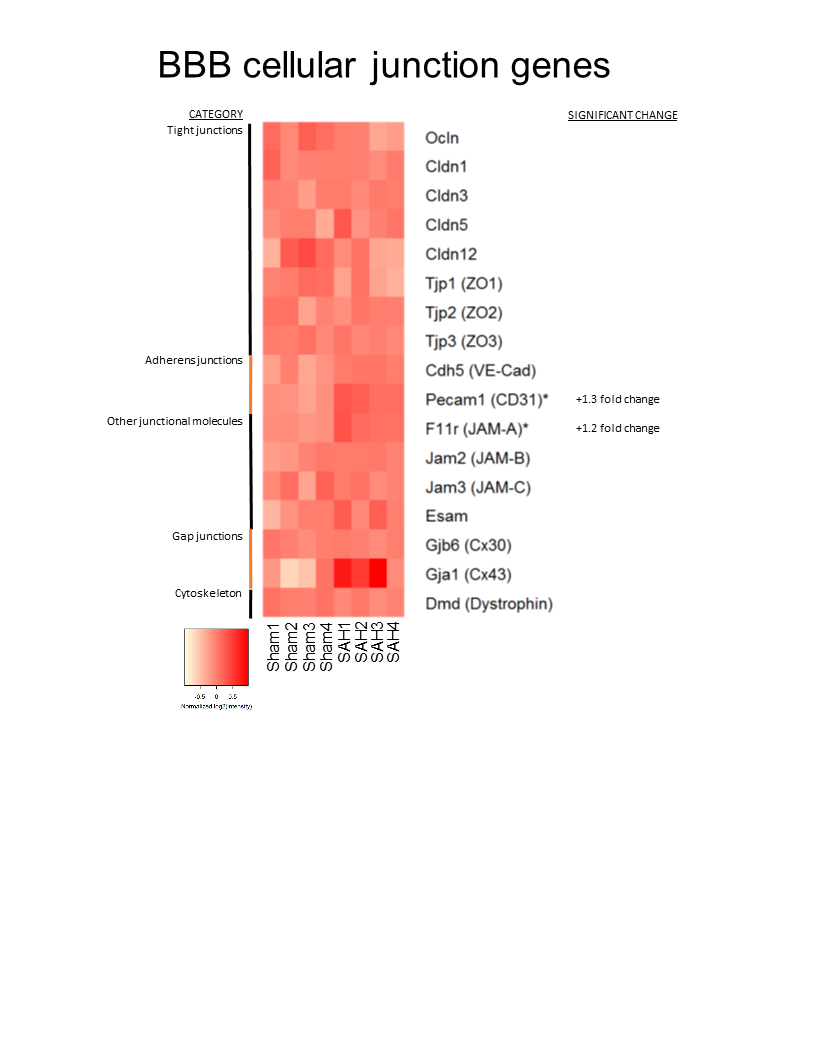

**Supplementary Figure S5. Expression changes of genes related to BBB intercellular junctions in CD45-CD31+ brain endothelial cells after SAH.** *corrected *p* < 0.05.

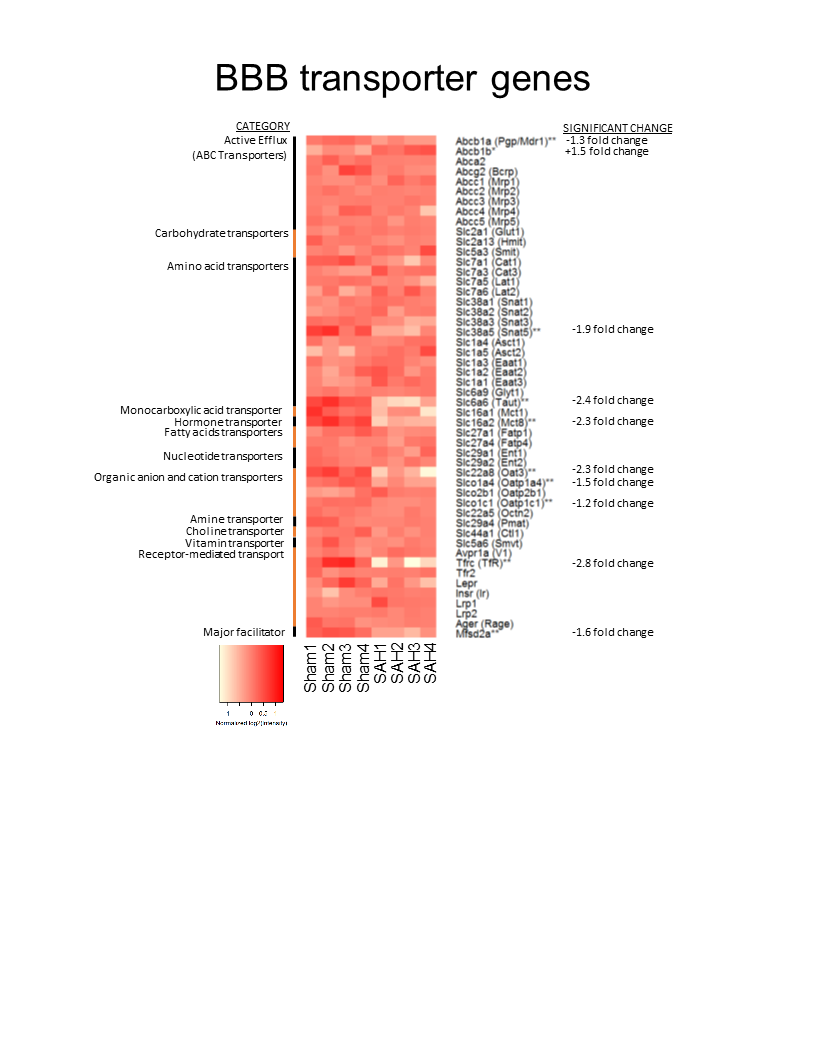

**Supplementary Figure S6. Expression changes of genes related to BBB transporters in CD45-CD31+ brain endothelial cells after SAH.** *corrected *p* < 0.05 (upregulated), **corrected *p* < 0.05 (downregulated).

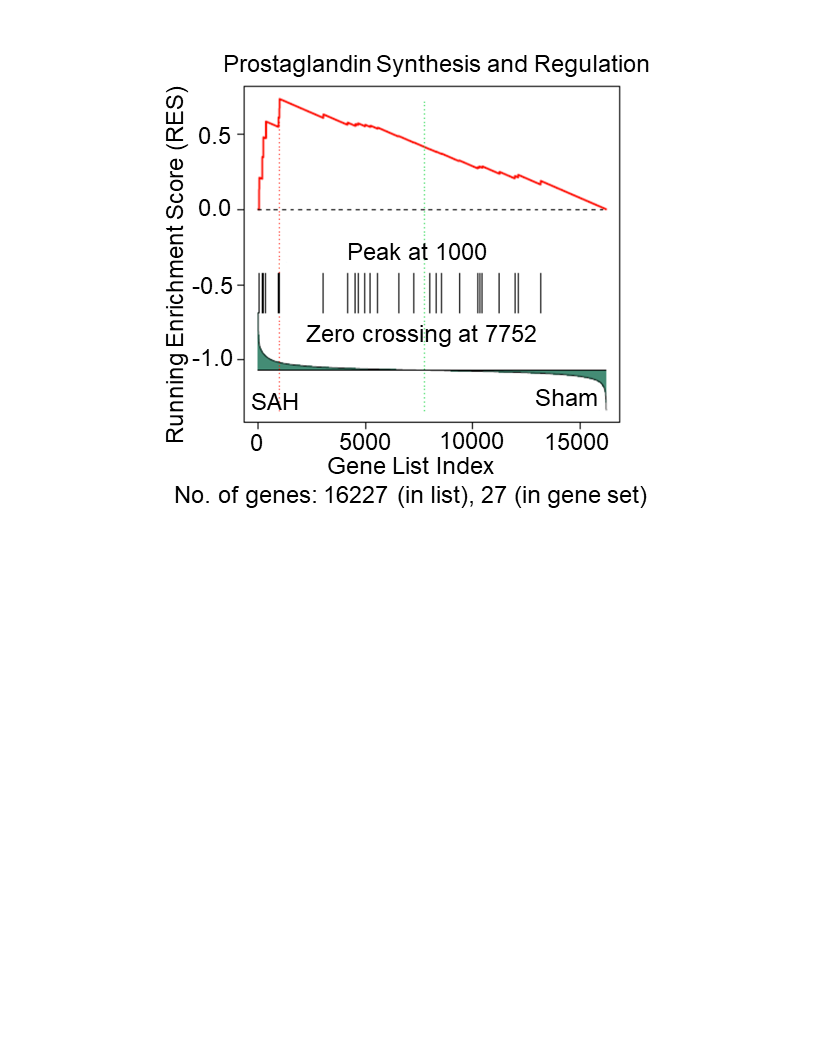

**Supplementary Figure S7. Gene set enrichment analysis (GSEA) showing upregulation of genes related to “prostaglandin synthesis and regulation” in CD45-CD31+ brain endothelial cells after SAH.**

**
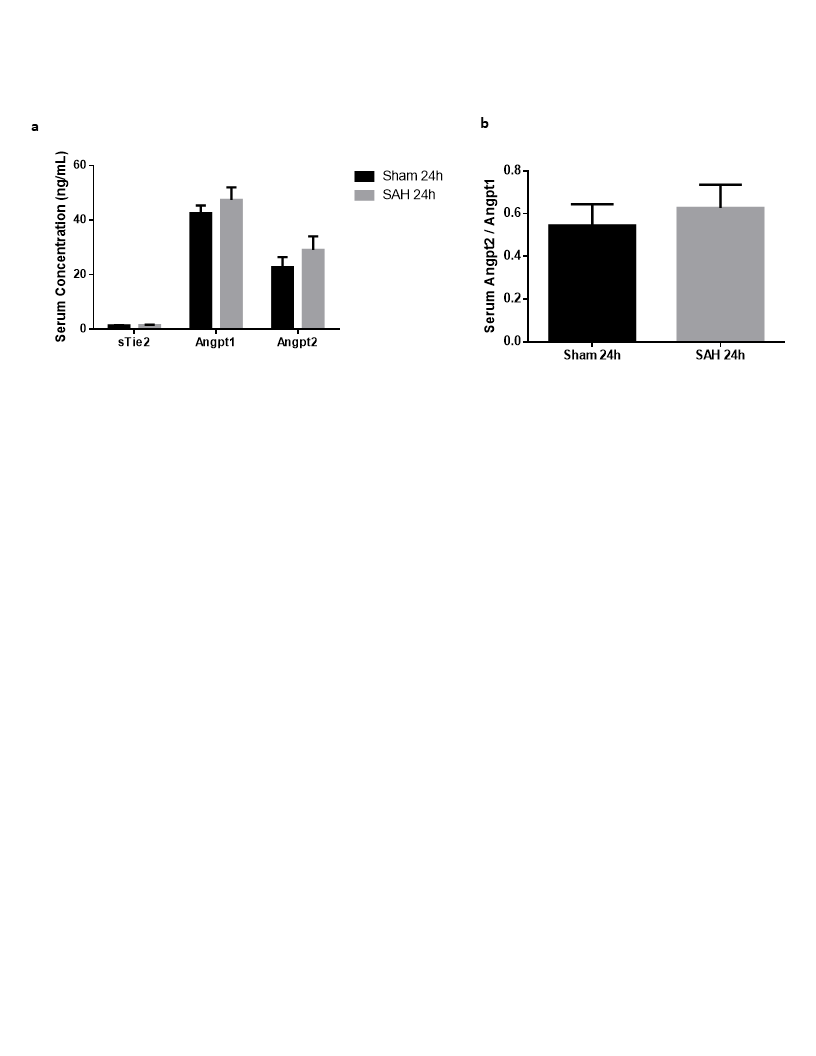
**

**Supplementary Figure S8. Expression of Angpt1, Angpt2, and sTie2 (soluble Tie2) in serum after experimental SAH.**  **(a-b)** Serum measurements of Angpt1, Angpt2, sTie2 and Angpt1/Angpt2 using enzyme-linked immunosorbent assay (ELISA) kits. *n* = 5. *t*-test with Holm-Sidak *post-hoc* correction **p* < 0.05. Abbreviations: Angpt1/2: Angiopoietin 1/2; ND: None detected; sTie2: Soluble tunica intima endothelial kinase 2; Tie2: Tunica intima endothelial kinase 2.

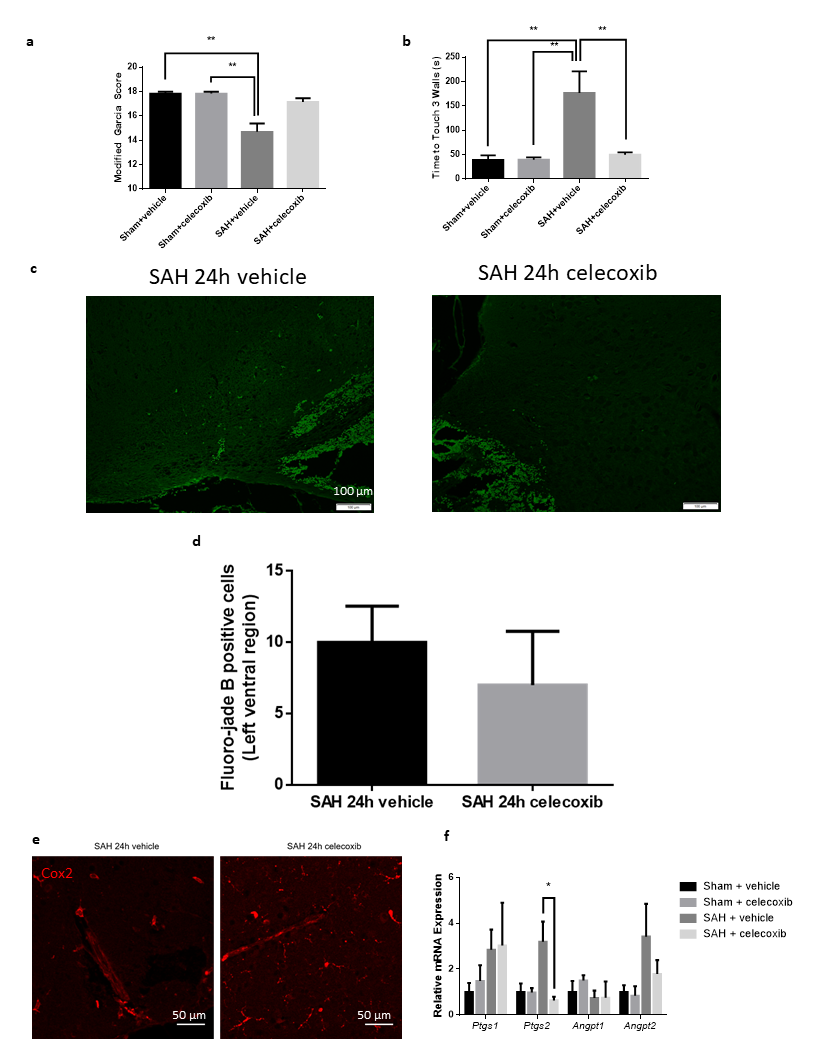

**Supplementary Figure S9. Celecoxib treatment in experimental SAH.** (**a**) Neurobehavioural assessments 24 h after SAH or sham procedure, treated with selective Cox2 inhibitor celecoxib or vehicle. Kruskal-Wallis test, **p < 0.01. (**b**) Activity level 24 h after SAH or sham procedure, treated with celecoxib or vehicle. One-way ANOVA with Holm-Sidak *post-hoc* correction, ***p* < 0.01. (**c-d)** Fluorescent microscopy of coronal brain slices stained with fluoro-jade B for degenerated neurons and quantification in left ventral region after SAH treated with celecoxib or vehicle. (**e**) Confocal microscopy of coronal brain slices after SAH, showing Cox2 expression in red. (**f**) mRNA expression of ptgs1, ptgs2, angpt1, and angpt2 in CD45-CD31+ BECs 24 h after SAH or sham procedure, treated with celecoxib or vehicle. *n* = 6-7 per group (a-d). *n* = 3-4 per group (e,f). Data presented as means ± SEM.

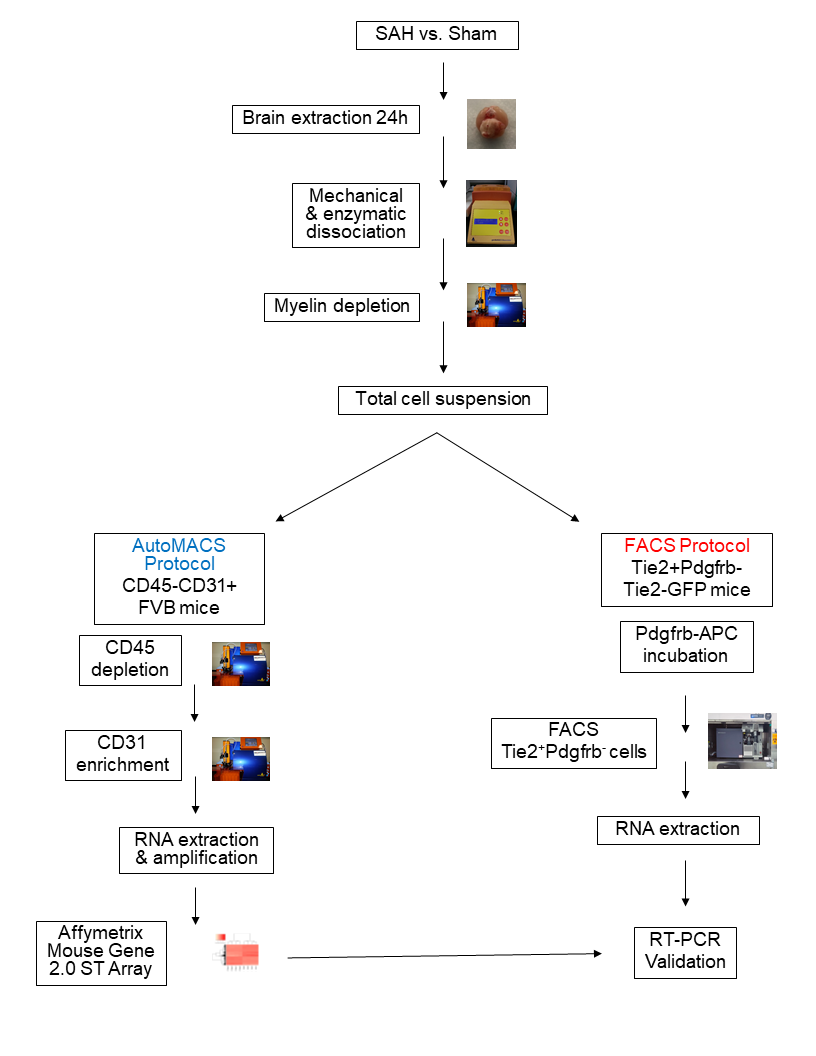

**Supplementary Figure S10. Workflow for isolating brain endothelial cells.**

**Supplementary Table S1**: Significantly upregulated and downregulated genes after experimental SAH

**Supplementary Table S2**: Gene-probe set data from microarray.

**Supplementary Table S3**: RT-PCR primers used.

**References**

1 Sabri, M. *et al.* Anterior circulation mouse model of subarachnoid hemorrhage. *Brain Res* **1295**, 179-185, doi:10.1016/j.brainres.2009.08.021 (2009).

2 Sherchan, P. *et al.* Minocycline improves functional outcomes, memory deficits, and histopathology after endovascular perforation-induced subarachnoid hemorrhage in rats. *J Neurotrauma* **28**, 2503-2512, doi:10.1089/neu.2011.1864 (2011).

How the deposited data were processed for this re-analysis (not part of the article)

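Gene expression was measured in CD45–CD31 + BECs isolated from left cerebral hemispheres 24 h after SAH or a sham procedure, with 4 animals per group and 1 Affymetrix Mouse Gene 2.0 ST array per animal. The authors amplified the RNA and normalized the intensities by RMA with the oligo package in R 3.2.2. The deposited values are RMA intensities on the log2 scale for 41345 probe sets, with no missing value and array medians between 4.23 and 4.30. Raw intensities were not used here, so background correction and quantile normalization are those of the authors. No further normalization was applied.

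Probe sets were named from the annotation of the platform, which pairs 25335 of them with at least 1 gene symbol. The 16010 others are unnamed here and entered only the alternative that tested all probe sets. A gene with several probe sets was represented by that with the highest mean over all arrays, and no gene was named from a probe set with several symbols. Identifiers were checked against the RefSeq annotation of GRCm38.p6, used for names only. Some items are not reported here.

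SAH and sham arrays were compared with the moderated test of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over the 25335 probe sets and a threshold of 0.05. Genes counted as upregulated at 1.5-fold or more, or as lower at 75% of sham or less, had to pass this threshold as well. The test of the methods, an independent t-test per probe set with the same adjustment, was run beside it. The tests were tried on simulated data with 200 changed probe sets, of which limma called 98.5% of those changed by 2, 85.1% of those changed by 1 and 16.4% of those changed by 0.5 on the log2 scale, and 6.99% of its calls were unchanged probe sets. The simulated spread was drawn from limma's own fit, so these shares need not hold for the real arrays. The number of arrays limits the precision of every value.

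The 42 gene lists cover inflammation, prostaglandins, blood vessel signalling, the BBB, stress responses, metabolism, endothelial subtypes and other cell types. They were written from general knowledge and are not the gene sets of the paper's GSEA. They hold 761 genes, of which 693 were measured and 68 were not analysed here. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, with fry and with fgsea 1.28.0. The estimated setting gave higher p values also where the estimated correlation lay below 0.01, as for the transporter list (0.0017). It thus differs from the preset setting in more than the correlation. A list that passed only with the preset need not hold correlated genes. The genes named are those the paper names, the 10 largest changes in each direction among genes past the threshold whose groups do not overlap, and members of the gene lists. The rule and the lists were set before the data were examined, with the paper's Supplementary Tables S1 and S2 already seen, and C1qc and Itgb3 were added to the named list members later.

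Correlation between arrays was compared within and between groups by an exact permutation test over the 35 splits of 8 arrays into 4 and 4. Principal components were computed from centred values, and arrays were clustered with several distances and linkages. Alternatives set before the data were examined were other tests, trend and robust fitting, array weights, median centring, cyclic loess, other choices of probe sets, filters on dim probe sets (the median of the table and log2 6), blocks by replicate number or by label number, linear intensities, the 1000 most variable probe sets, Spearman's correlation, and leaving out each array in turn. Alternatives chosen later were 16 added to each linear intensity, alone or with the methods' t-test, the omission of both arrays with label number 6, and scaled or unselected probe sets in the principal component analysis. The real-time PCR, FACS, protein and celecoxib experiments were not analysed here.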

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

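The tests on other cell types, on vessel types and on the arrays with label number 6 were chosen after the results were seen, whereas the splits of the arrays were planned before.

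Chance was first weighed by splitting the 8 arrays into 4 and 4 in all 35 ways. For changed genes, 1 split of 35 gave a count as large as 780, the real one, and the highest of the others was 1. The same held for 459 higher genes, 321 lower genes, 384 genes at 1.5-fold or more and 319 genes at 75% or less, each with 1 split as large and a highest other count of 1. For shifted gene lists, 1 split reached 24, and the highest of the others was 21, in a split that kept 3 arrays of a group together. With an estimated correlation, 1 split reached 13 and the highest of the others was 0. The real split thus ranked first, with a permutation p of 0.0286, the smallest that 35 splits allow, which does not exclude chance. The other splits mix SAH and sham arrays, so a difference between the groups adds to their spread and lowers their counts. All these counts come from the same real split and are not separate support, and nothing follows for each gene or list.

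Inflammatory genes rose, and the lists most shifted include the NF-kappaB list with a mean log2 change of 0.6855, a signal in genes the paper does not discuss. Neutrophils that passed the CD45 depletion are a possible explanation. Of 11 neutrophil genes, 2 reached 0.62, the median log2 change of the 100 inflammatory genes, called or not. S100a8 and S100a9 rose, and 0 of 9 other neutrophil genes, Mpo and Ngp among them, were called higher by limma. Few cells may show their most abundant transcripts first, which leaves the source of these transcripts open. Most of the 9 genes, such as Mpo (SAH mean 4.17) and Ngp (3.38), lay below the array medians (4.23 to 4.30), where a rise can be missed. These counts therefore do not decide against neutrophils. Microglia or macrophages cannot be told apart from a response of BECs, since 6 of 16 of their genes reached 0.62, although 21 of the 41 called inflammatory genes rose above the highest of them, Tyrobp with 1.39. With the mean of these 16 genes as a covariate the mean log2 change of the 100 genes went from 0.95 (SD over genes 1.27, mean SE 0.22) to 0.85 (SD 1.31, mean SE 0.45), 4 of 4 inflammatory lists stayed shifted by camera, and the mean rise of the 41 called genes went from 1.98 (SD 1.31, mean SE 0.26) to 1.52 (SD 1.09, mean SE 0.53), with 1 still called, as the rise shrank and the standard errors grew. A response of BECs to SAH stays open as a hypothesis.

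Capillary genes fell, with a mean log2 change of -0.9513 over 13 genes, and the paper does not report on them as a group. It does report lower expression of the members Kdr (Vegfr2) and Mfsd2a, and a modest fall of BBB transporter genes. Fewer endothelial cells in the SAH samples could lower them, but the median of 15 pan-endothelial genes lay 0.85 above the capillary median (permutation test over gene labels, one-sided, p = 0.00084, with genes that are not independent). More venous and fewer capillary cells cannot be told apart from a change within cells, because the 5 venous genes outside the inflammatory lists had a median of -0.069 and lay between -0.94 and 0.13. Several capillary genes also stand on the transporter list. The capillary list was written after the paper's values for these arrays had been seen, so its fall is not a blind result. A response of capillary BECs to SAH is a hypothesis that stays open.

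SAH replicate 4 and Sham replicate 4, which both carry number 6 in their labels, lay nearest the other group. An exchange of the labels could do this, but along an axis from sham (0) to SAH (1) the sham array lay at 0.27 and the SAH array at 0.77, each on its own side. RNA of the SAH sample in the sham sample could also, with a share alike for all genes. Of 15 strongly risen probe sets, 6 lay over 2 errors from the median share of 6.06%, with Ptgs2 at 41.4% and Saa3 at -0.31%. The share was scaled to the mean of the 4 SAH arrays, not to SAH replicate 4. That array lay below the mean by unlike amounts (Csf3 6.96 against 8.42), so this count does not decide. For Ptgs2 (9.75 against 10.42) and Saa3 (9.54 against 9.73), its own values would not bring the shares together. A milder procedure in 1 animal and a stronger response in the other were not tested.

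Single arrays far from the other 3 of their group were found in 13 of 262 groups, where chance gives about 1 in 20, or 13.1. They were Adm in Sham replicate 2 (5.819), Alpl in SAH replicate 2 (5.684), Anxa2 in Sham replicate 1 (8.934) and in SAH replicate 4 (9.712), Bcl3 in SAH replicate 4 (7.283), Cav2 in Sham replicate 2 (9.107) and Col4a2 in SAH replicate 1 (7.549). The others were Gas6 in Sham replicate 1 (9.137), Gfap in SAH replicate 1 (5.443), Lefty2 in SAH replicate 1 (3.962), Olig2 in SAH replicate 3 (3.426), Plaur in SAH replicate 1 (9.954) and Sgpp2 in Sham replicate 2 (8.05), all as log2 intensities. Signals in genes outside those the paper discusses were mean log2 changes of 0.2406 for the basement membrane list, 0.3425 for the glycolysis list and 0.367 for the unfolded protein response list. When all probe sets were tested, 55 changed probe sets were unnamed here.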

How the results depend on the processing

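The settings that added 16 to linear intensities and that left out both arrays with label number 6 were chosen after the results were seen. No named gene that passed reversed its direction under any setting, while some genes that did not pass, such as Abo and Efnb2, had a change of either sign. The cause was not tested except where stated. Changed genes numbered 780, with 459 higher, 321 lower, 384 at 1.5-fold or more and 319 at 75% or less, and 89 named genes passed. In that order, the methods' t-test gave 81, 45, 36, 44, 35 and 20, and the Welch test gave 12, 7, 5, 7, 5 and 2. Linear intensities in the t-test gave 59, 35, 24, 34, 23 and 8. A block for the label number gave 257, 151, 106, 151, 106 and 55, and the few correlations of array deviations, between -0.06 and 0.03, showed no pairing. Only the numbers 1, 3 and 6 occur in both groups, so this block leaves SAH replicate 2 and Sham replicate 3 out of the comparison. Part of the drop can come from the fewer arrays. The supplement has 2 samples processed per day, typically 1 SAH and 1 sham, and whether the numbers mark these days stays open, so a pairing was not excluded. A block for the replicate number gave 602 changed genes. Testing all probe sets, which adjusts over more tests, gave 340, 224, 116, 220 and 116 with unnamed probe sets counted as genes, and 285, 188, 97, 188 and 97 without them. With 16 added, 682 genes changed, 234 were at 1.5-fold or more and 198 at 75% or less, and together with the methods' t-test the counts were 103, 57, 46, 51, 37 and 23. Without both arrays with label number 6, which leaves fewer arrays, 486 genes changed, 156 were lower and 156 were at 75% or less, and the correlation difference of 0.00861 could not pass with the splits left. Leaving out 1 array gave 454 to 659 changed, 285 to 382 higher and 164 to 290 lower genes, and 164 to 290 at 75% or less. The other settings, with all arrays kept, gave 730 to 886 changed genes. The prostaglandin synthesis and receptors list had an adjusted p of 0.02946, and of 0.0955 with a filter at the table median, 0.2923 with a filter at log2 6, 0.05734 with the label block, 0.1033 with an estimated correlation and 0.02065 to 0.08058 without 1 array. The wider prostaglandin list had 0.05642 with the filter at log2 6. With an estimated correlation 13 of 42 lists were shifted. The chemokine, innate sensing, junction and transporter lists kept their side of the threshold under every setting run. By its construction, adding 16 brings the fold changes of dim probe sets, near the background of the arrays, closer to 1.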

Differences from the paper's values

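The settings that add 16 to each linear intensity, and those that scale or widen the principal component analysis, were chosen after seeing the values. Of the 588 matched genes that the paper calls, the reported comparison calls 493, and the setting with 16 added, chosen after seeing the values, calls 576 and drops 12. The methods' t-test as run here called 81 genes, and 103 with 16 added, where the paper's count is 707. How the paper's 707 calls arose was not tested. A gene missed by the t-test run here, such as Ptgs2, was therefore not shown to fail the paper's own test.

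Genes higher by at least 1.5-fold numbered 384, and the paper's count is 236. Of the alternatives set before the data were examined, testing all probe sets (220 with unnamed probe sets counted as genes, 188 without), the filter at log2 6 (313), the block by replicate number (348) and leaving out any array but SAH replicate 4 (271 to 340) come within 1.5 times of it, and the others do not. Genes lower to under 75% of sham numbered 319, and the paper's count is 200. Median centring (281), the block by replicate number (231) and each omission of 1 array (164 to 290) come within 1.5 times of it, and the others do not. With 16 added, chosen after seeing the values, the counts are 234 and 198, and 12 of the paper's called genes are dropped, fewer than in the reported comparison. The legend of Fig. 4 gives other counts for these groups than the paper's text does.

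Component 1 held 35.8% of the variance, and the paper's share is about 21% in Fig. 4b, read by eye. No alternative set before the data were examined bears on it. Scaled probe sets gave 21.9% and all probe sets gave 24.2%, both chosen after seeing the values, and neither calls genes, so that 0 of the paper's called genes are dropped.

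The log2 changes of 17 of 77 named genes of Supplementary Table S1 differ from the paper's by more than the gene's pooled SD between animals. Genes with a wide spread are not counted even with a large gap, such as Ackr1 (36.7-fold, the paper's 21.3). For the 17 genes, a setting is said to close the gap when the difference falls within this SD, so the values need not meet. For these genes no alternative set before the data were examined closes the gap: Abcb1b (1.13, the paper's 0.60), Akr1c14 (-1.88, the paper's -1.46), Dcn (1.37, the paper's 1.02), Gapdh (0.72, the paper's 1.02), Gm3716 (-2.34, the paper's -1.48), Ptges (1.34, the paper's 1.05), Saa3 (5.57, the paper's 4.66), Timp1 (2.66, the paper's 1.76), Tnfsf8 (3.99, the paper's 3.16) and C1qc (0.67, the paper's 0.44). For Adamts4 (2.18, the paper's 1.64) leaving out SAH replicate 1 or 3 brings it within the SD, at no less than 1.93, and the others do not. For Alpl (-2.29, the paper's -1.63) array weights, median centring, the label block and leaving out SAH replicate 2 or Sham replicate 2 bring it within the SD. Over all settings, however, Alpl ranged only from -2.51 to -1.94. Its other probe set had a log2 change of -1.96. For Asns (0.76, the paper's 0.61) the label block and leaving out SAH replicate 2 or 3 or Sham replicate 3 do. For Notum (-1.28, the paper's -1.09) median centring, cyclic loess, the label block and leaving out SAH replicate 1, 3 or 4 or Sham replicate 3 do. Leaving out Sham replicate 1 brings Selp (4.21, the paper's 3.35) within its SD, at 3.84, and leaving out SAH replicate 3 does so for Itgb3 (0.72, the paper's 0.44). For Tecrl (-1.58, the paper's -1.09) cyclic loess, the label block and leaving out SAH replicate 1 or 4 or Sham replicate 3 do. With 16 added, chosen after seeing the values and dropping 12 of the paper's called genes, only Gapdh (0.71) of the 17 still differs by more than its SD. Alpl then lies within its SD but still apart from the paper's value. Gapdh has 3 probe sets here and Alpl has 2, and only the one with the highest mean was set against the paper's value. Which probe set the paper used for these genes was not tested.

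Of the genes named here that the paper lists as changed, Pecam1, Abcb1a, F11r and Slco1c1 were not called. They are part of a larger number, since only 493 of all 588 matched genes were called. Pecam1 (adjusted p = 0.0673 from limma) is called with trend and robust fitting and with both filters on dim probe sets. Abcb1a (0.0743) is called with trend and robust fitting, cyclic loess and the filter at log2 6. With 16 added, chosen after seeing the values and dropping 12 of the paper's called genes, Pecam1, Abcb1a, F11r (0.152) and Slco1c1 (0.198) are all called, and Slco1c1 also when the methods' t-test is used with it. The log2 changes of all 4 had the paper's direction. The 10 largest rises are all among the 15 largest of Supplementary Table S1, and so are 9 of the 10 largest falls, Tecrl being the exception.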

Other observations

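None of the values in this part was tested for a cause. The lists were set before the data were examined, but after the values in Supplementary Tables S1 and S2 had been seen. Their p values are therefore not blind to these arrays.

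Of 26 apoptosis genes, 7 were higher and 0 were lower (12 and 0 when adjusted over the list alone), with Casp4, Birc3 and Tnfrsf1a foremost (camera, adjusted p = 6.7e-10, and p = 0.0161 with an estimated correlation). Casp4, with a log2 change of 1.50, lost its call in 5 of the 8 fits without 1 array. Of 15 glycolysis genes, Pgk1, Pfkp and Gapdh rose by 0.84, 0.79 and 0.72 (3 when adjusted over the list alone), and the list was shifted upward (camera, adjusted p = 2.9e-06, and p = 0.0301 with an estimated correlation). Pfkp lost its call in 7 of the 8 fits. Of 18 genes of coagulation and fibrinolysis, 3 were higher and 2 were lower (5 and 3 when adjusted over the list alone), with Plaur higher by 2.64 and Gas6 lower, and the list was not shifted (camera, adjusted p = 0.136). Of 17 tip cell genes, 8 were higher and Vegfc was lower (11 and 2 when adjusted over the list alone), and Vegfc lost its call in 4 of the 8 fits. Of 22 hypoxia targets, 4 were higher (6 when adjusted over the list alone), Angptl4 with a log2 change of 1.69 and Adm with 1.29, and Adm lost its call in 7 of the 8 fits.

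Of 23 genes of haem and iron handling, 2 were higher and 2 were lower (7 and 2 when adjusted over the list alone), with Mt2 higher by 1.17. Of 13 genes of caveolae and transcytosis, 2 were higher and 4 were lower (2 and 4 when adjusted over the list alone). Cav1 fell by 0.92 and Cav2 by 0.95, while Cavin2 and Cavin3 lost their calls in 6 and 7 of the 8 fits. Of 31 immediate-early genes, 2 were higher and 5 were lower (2 and 7 when adjusted over the list alone). The lists of interferon-stimulated genes (26 genes), antigen presentation (12), oxidative phosphorylation (22), proliferation (24) and lymphatic endothelium (6) held 0 called genes by limma, with 5, 1, 0, 1 and 2 at an unadjusted p under 0.05 and 0 by the methods' t-test. When adjusted over each list alone, 1 lymphatic gene was higher. Camera did not shift these lists (adjusted p = 0.613, 0.222, 0.438, 0.695 and 0.157), but the interferon list was shifted downward without SAH replicate 2 (0.00867) and with a block for the label number (0.00208), and the antigen list upward without SAH replicate 1 (0.0218). Nor were the fibroblast, platelet, neuron, astrocyte, oligodendrocyte, lymphocyte, smooth muscle, red blood cell and ependymal lists shifted (adjusted p from 0.136 to 0.945), although the platelet list was without Sham replicate 4 (0.0378) or without both arrays with label number 6 (0.0238).

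Angpt1 had log2 changes of 0.03 and -0.16 in its 2 probe sets (adjusted p = 0.932 and 0.667 from limma). Scgb3a1 rose by 3.25 (SE 0.30, adjusted p = 0.000303 from limma), with all 4 SAH arrays above all 4 sham arrays.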
